# Sleeve gastrectomy causes weight‐loss independent improvements in hepatic steatosis

**DOI:** 10.1111/liv.15614

**Published:** 2023-05-19

**Authors:** Emma Rose McGlone, Matthieu Siebert, Marian Dore, David C. D. Hope, Iona Davies, Bryn Owen, Bernard Khoo, Rob Goldin, Dave Carling, Stephen Bloom, Maude Le Gall, Tricia M‐M. Tan

**Keywords:** bariatric surgery, glucagon, non‐alcoholic fatty liver disease, weight loss

## Abstract

**Background and Aims:**

Sleeve gastrectomy (VSG) leads to improvement in hepatic steatosis, associated with weight loss. The aims of this study were to investigate whether VSG leads to weight‐loss independent improvements in liver steatosis in mice with diet‐induced obesity (DIO); and to metabolically and transcriptomically profile hepatic changes in mice undergoing VSG.

**Methods:**

Mice with DIO were treated with VSG, sham surgery with subsequent food restriction to weight‐match to the VSG group (Sham‐WM), or sham surgery with return to unrestricted diet (Sham‐Ad lib). Hepatic steatosis, glucose tolerance, insulin and glucagon resistance, and hepatic transcriptomics were investigated at the end of the study period and treatment groups were compared with mice undergoing sham surgery only (Sham‐Ad lib).

**Results:**

VSG led to much greater improvement in liver steatosis than Sham‐WM (liver triglyceride mg/mg 2.5 ± 0.1, 2.1 ± 0.2, 1.6 ± 0.1 for Sham‐AL, Sham‐WM and VSG respectively; *p* = 0.003). Homeostatic model assessment of insulin resistance was improved following VSG only (51.2 ± 8.8, 36.3 ± 5.3, 22.3 ± 6.1 for Sham‐AL, Sham‐WM and VSG respectively; *p* = 0.03). The glucagon‐alanine index, a measure of glucagon resistance, fell with VSG but was significantly increased in Sham‐WM (9.8 ± 1.7, 25.8 ± 4.6 and 5.2 ± 1.2 in Sham Ad‐lib, Sham‐WM and VSG respectively; *p* = 0.0003). Genes downstream of glucagon receptor signalling which govern fatty acid synthesis (*Acaca, Acacb, Me1, Acly, Fasn* and *Elovl6*) were downregulated following VSG but upregulated in Sham‐WM.

**Conclusions:**

Changes in glucagon sensitivity may contribute to weight‐loss independent improvements in hepatic steatosis following VSG.

**Abbreviations**
AGB: adjustable gastric band
DIO: diet induced obesity
HFD: high fat diet
HOMA‐IR: homeostatic model assessment of insulin resistance
NAFLD: non‐alcoholic fatty liver disease
NASH: non‐alcoholic steatohepatitis
RYGB: Roux‐en‐Y gastric bypass
Sham‐Ad lib: sham surgery with return to unrestricted diet
Sham‐WM: sham surgery with subsequent food restriction to weight‐match to the VSG group
T2D: type 2 diabetes mellitus
VSG: sleeve gastrectomy

**Key points**

- VSG leads to greater improvement in liver steatosis than equivalent weight loss by calorie restriction alone.
- VSG is associated with greater improvements in glucose tolerance and insulin resistance than equivalent weight loss by calorie restriction alone.
- VSG leads to an improvement in glucagon sensitivity as assessed by biochemical markers and hepatic transcriptomics.
- In contrast, glucagon sensitivity is reduced after equivalent weight loss by calorie restriction.

## 1 INTRODUCTION

Non‐alcoholic fatty liver disease (NAFLD) is closely linked to obesity and type 2 diabetes mellitus (T2D). It affects 25% of the global population and is a leading cause of liver‐related morbidity and mortality.^1^, ^2^ The best evidenced and most effective treatment for NAFLD is weight loss.^3^, ^4^ Bariatric operations are associated with excellent rates of resolution of NAFLD, durable for at least five years.^5^, ^6^, ^7^ Vertical sleeve gastrectomy (VSG) is as effective for NAFLD resolution as Roux‐en‐Y gastric bypass (RYGB)^8^, ^9^ and now accounts for more than half of primary bariatric procedures.^10^ As in humans, in rodents VSG leads to improvements in obesity‐related liver steatosis and steatohepatitis.^11^, ^12^, ^13^

It is well known that improvements in T2D and hypercholesterolaemia observed after bariatric surgery occur before or in the absence of significant weight loss.^14^, ^15^ For equivalent weight loss, RYGB and VSG lead to greater improvements in glucose homeostasis than calorie restriction or adjustable gastric band (AGB).^16^, ^17^, ^18^ The mechanisms underlying weight‐loss independent improvements in metabolic health are diverse and include altered gut and pancreatic hormone secretion, increased hepatic insulin sensitivity^19^, ^20^ and changes in adipose tissue distribution and function.^19^ To date, it is not known whether there is a weight loss‐independent component to NAFLD improvement seen after bariatric surgery. Studies of dietary weight loss have illustrated a relationship between extent of weight loss and likelihood of improvement in non‐alcoholic steatohepatitis (NASH), with 7% of total body mass considered necessary for appreciable benefit.^4^, ^21^ Meta‐analysis suggests that there is a dose‐relationship between weight loss and improvement in some domains of NAFLD for example inflammation and ballooning.^22^ In studies of both humans and rodents, however, histological improvement in NAFLD is greater following RYGB than AGB when weight‐loss differences are accounted for.^23^, ^24^

Hepatic resistance to glucagon signalling is observed in patients with increased liver fat.^25^ Since glucagon reduces liver fat by decreasing de novo lipogenesis and increasing fatty acid oxidation,^26^, ^27^ glucagon resistance may exacerbate hepatic steatosis.^28^, ^29^ Glucagon also stimulates hepatic ureagenesis, using non‐branched amino acids as substrates, thus reduced glucagon activity is indicated by increased fasting plasma alanine; in turn, increased plasma amino acids stimulate pancreatic alpha cells to release glucagon causing hyperglucagonaemia.^30^ A recent study indicates that glucagon resistance, as measured by the glucagon‐alanine index, the product of fasting plasma alanine and glucagon, may improve following bariatric surgery.^31^

The aims of this study were firstly to determine whether VSG leads to improvements in liver steatosis in mice with diet‐induced obesity that are greater than those due to weight loss alone; and secondly, to metabolically and transcriptomically profile hepatic changes in mice undergoing equivalent weight loss via VSG and calorie restriction.

## 2 METHODS

### 2.1 Animals

C57BL/6J male mice (Charles River, UK) were housed in cages at controlled temperature (22°C) with a 12 h light dark cycle with free access to water. All interventions were performed during the light cycle. Mice were weaned on standard chow pellets, which contain 11% kcal from fat, 27% from protein and 62% from carbohydrate (Special Diets Services RM3), then from 5 weeks of age were given free access to a high fat diet (Research Diets D12492) containing 60% kcal from fat (lard), 20% kcal from protein (casein) and 20% kcal from carbohydrate (maltodextrin and sucrose). Mice were housed in groups of 5 from birth until age 17 weeks, from which point they were individually housed to allow monitoring of food intake. At age 19 weeks mice that had failed to gain weight on the HFD or whose weight had failed to stabilise during the period of single‐housing (approximately 10%) were excluded, and remaining mice were allocated to study groups using stratified (by weight) random sampling. Surgical intervention and peri‐operative care are described below. Mice were returned to high fat diet until their weight stabilised at a similar weight to a reference group of mice maintained on standard chow throughout the study period.

### 2.2 Ethical approval statement

Experiments were performed in accordance with EU directives for animal experimentation and were approved by the Ethical Committee of Paris North and The French Minister of Higher Education, Research and Innovation (APAFIS #15884).

### 2.3 Surgical intervention and cull

Mice were allocated to the following groups, with seven or eight mice in each: either vertical sleeve gastrectomy (VSG), sham surgery with subsequent food restriction to weight‐match with the VSG group (Sham‐WM), or sham surgery (Sham‐Ad lib). Mice were introduced to gel diet (SAFE® gel diet energy, SAFE Complete Care Competence, Germany) 48 h before the operation and fasted overnight before the surgery. Surgery was performed under isoflurane anaesthesia, on a warming mat, using aseptic conditions (shaved and betadine swab). After midline laparotomy through the linea alba, the stomach was gently mobilised from surrounding tissues and a sleeve was fashioned by excluding 90% of stomach volume including the entire pro‐stomach and fundus with a curved clip, following which the compression line was cut along with fine tissue scissors. Stomach contents were gently removed with a cotton bud and the gastrotomy was closed using 8–0 Ethilon. Mass closure of the abdominal wall was with 5.0 prolene and skin with 7.0 prolene. Sham surgery consisted of laparotomy, mobilisation of stomach and gentle squeezing of stomach. All mice were given post‐operative xylocaine, co‐amoxiclav, buprenorphine and meloxicam. After recovery, mice were returned to their home cage in which gel diet was available immediately, with HFD returned the following day. One VSG mouse died on the second postoperative day due to a leak of the suture line.

Following weight stabilisation, mice were culled at day 16 via decapitation following a 5‐hour period of food deprivation to allow collection of tissues for further assay. Plasma was obtained from blood collected in tubes on ice that had previously been flushed with heparin 1000 IU/mL and contained 1 μL protease inhibitor (Sigma) and immediately spun at 4°C. Serum was obtained from blood, allowed to clot at room temperature for 10 min before spinning at 4°C. Samples were separated and aliquots of plasma and serum were stored at −80°C. Organs were harvested rapidly, weighed, and either snap frozen in liquid nitrogen or fixed in 2% paraformaldehyde for subsequent histopathological examination.

### 2.4 Hepatic histology and biochemistry

Lipids were extracted from tissue by homogenization in ethanol (volume of ethanol (mL) = liver weight (mg) × 0.03).^32^ Triglyceride content of samples was measured using a GPO‐PAP Triglyceride assay (Randox Laboratories Ltd, UK) and cholesterol using Amplex Red Cholesterol Assay Kit (ThermoFisher Scientific, UK). Liver histology was assessed using the Non‐alcoholic fatty liver disease Activity Score (NAS)^33^ by a pathologist with a special interest in liver disease and blinded to treatment assignment, using haematoxylin and eosin and Sirius Red‐stained paraffin sections.

### 2.5 Clinical chemistry

Plasma from mice after 5‐hour food restriction was assayed using ultra‐sensitive mouse insulin, leptin and adiponectin enzyme‐linked immunosorbent assay kits (Crystal Chem, Netherlands). Glucose was measured using the glucose oxidase‐PAP method (Randox) and glucagon with the Meso Scale Discovery (MSD, USA) system. L‐amino acids, alanine and branched chain amino acids were measured with colorimetric assays from Sigma‐Aldrich. All assays had inter‐ and intra‐assay CVs of ≤10%.

Homeostatic model assessment of insulin resistance (HOMA‐IR) was calculated using the formula (fasting glucose mmol/L × fasting insulin mU/L)/22.5.^34^

Serum transaminases were assayed at the Core Biochemical Assay Laboratory, Cambridge, UK and serum triglyceride using a GPO‐PAP Triglyceride assay (Randox).

### 2.6 Glucose tolerance testing

Glucose tolerance testing was performed following weight stabilisation at day 14 in mice following 5‐hour food restriction. Blood was sampled from the tail vein before and at time intervals following intraperitoneal injection of 20% glucose (2 mg/g lean body weight, estimated to be 31 g based on the mean weight of a cohort of mice from the same batch fed standard chow throughout the study period). Glucose was measured using a calibrated glucometer (GlucoRx Nexus, UK). iAUC was calculated from baseline glucose reading to account for differences in fasting glucose.

### 2.7 RNA isolation, targeted‐qPCR, RNA sequencing and data analysis

Total RNA was extracted from snap‐frozen liver tissue using TRIzol reagent (ThermoFisher Scientific, UK) prior to mechanical homogenisation. Chloroform was then added to samples before centrifugation at 16 000 *g* for 15 min. Supernatant was added to 70% iso‐propanol in a 1:1 mixture and left at room temperature for 10 min to precipitate RNA. Samples were then centrifuged at 16 000 *g* for a further 15 min and the resulting RNA pellet was washed with 70% ethanol before re‐suspending in RNase‐free water.

For RT‐qPCR, cDNA synthesis was carried out using a commercially available kit (iScript cDNA synthesis kit, BioRad). Targeted qPCR was then carried out using the SYBR Green method and KiCqStart SYBR Green primers m_Fasn_1, m_scd_1, m_elovl6_1, m_acly_1 (Merck). For RNA sequencing, RNA quality was assessed using the Agilent 2100 Bioanalyser RNA 6000 Nano assay: only samples with RNA‐integrity number of >7.5 were used for further analysis. Preparation of RNA‐seq libraries, library QC, and subsequent NGS sequencing was carried out by Laurence Game and Ivan Andrew of the LMS Genomics Facility (Hammersmith Hospital, London). Libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit with NEBNext Poly(A) mRNA Magnetic Isolation Module. Library quality was evaluated on a Bioanalyser HS DNA chip and the concentrations were measured using the Qubit™ dsDNA HS Assay Kit. Libraries were pooled in equimolar quantities and sequenced on a Hiseq2500 to generate a minimum of 20 million Paired End 100 bp reads per sample. Reads were aligned to UCSC mouse genome (mm10) using tophat2 version 2.1.1.^35^ Mapped reads that fell on genes were counted using featureCounts from the Rsubread package 1.28.1, using R version 3.4.3.^36^ Generated count data were then used to normalise and identify differentially expressed genes as compared to the control for the experiment (Sham‐Ad lib) using DESeq2,^37^ which were defined with Benjamini‐Hochberg adjusted *p* < 0.05.

Gene Set Enrichment Analysis was performed using GSEA version 4.1.0^38^ on pre‐ranked lists generated by DESeq2 version 1.34.0. Unwanted variation due to batch was removed from mice in surgical cohorts using RUVSeq version 1.28.0^39^ with *k* = 2. The Qiagen Ingenuity Pathway Analysis software was used to explore the differential expression of genes in the Sham‐WM and VSG groups, compared to the Sham‐Ad lib group. As noted in the text, log2 of fold expression changes of >1 or <−1 for VSG versus Sham Ad lib were considered biologically significant, filtered by *p* or adjusted *p*‐values (*q*‐values or false discovery rate) of <0.05.

### 2.8 Statistical analyses

Unless otherwise stated, data are presented as mean and standard error of mean. GraphPad Prism 9.3.1 (GraphPad Software, USA) was used for graphing and statistical analysis. Datasets were compared using one‐way ANOVA, followed by Tukey's multiple comparison post‐hoc tests. For comparison of non‐normally distributed data, a Kruskal–Wallis test with Dunn's multiple comparison post‐hoc test was used. Comparisons were made with reference to the control group (Sham‐Ad lib) and the calorie‐restricted group (Sham‐WM) for each intervention.

## 3 RESULTS

### 3.1 VSG is associated with weight loss‐independent improvements in hepatic steatosis

To determine if the effects of sleeve gastrectomy (VSG) on hepatic steatosis are weight‐loss dependent, we subjected obese mice to either VSG, sham surgery with subsequent food restriction to weight‐match to the VSG group (Sham‐WM), or sham surgery with return to unrestricted diet (Sham‐Ad lib). Over the treatment period of 16 days, mice in the VSG cohort and Sham‐WM groups lost around 25% of their body weight, stabilising for the final few days at a weight equivalent to a reference group of mice from the same cohort maintained on standard chow throughout the study period (Table 1; Figure 1A,B). Although weight loss was equivalent between the two treatment groups, mice treated with VSG had a significantly greater cumulative food intake than Sham‐WM mice over this period (Figure 1C).

**TABLE 1:** Body weight and biomarkers of NAFLD for mice at the end of the study period.

	Sham‐Ad lib	Sham‐WM	VSG	Standard chow^a^
Weight at end of study period (g)	41.7 ± 1.2	31.8 ± 0.9***	32.9 ± 2.5**	31.7 ± 0.5
Non‐alcoholic fatty liver disease Activity Score; median (interquartile range)	3 (2–3)	1 (0–1.75)^$^	1 (0–2)^$^	0 (0–0)
Hepatic triglyceride (mg/mg)	2.5 ± 0.1	2.1 ± 0.2	1.6 ± 0.1**	1.7 ± 0.2
Hepatic cholesterol (μg/mg liver)	2.0 ± 0.1	2.5 ± 0.2	2.5 ± 0.3	3.0 ± 0.3
Alkaline phosphatase (U/L)	61 ± 3.9	65 ± 3.9	62 ± 2.9	74.4 ± 1.7
Alanine aminotransferase (U/L)	68 ± 9.9	81.3 ± 13.4	69 ± 6.5	58.1 ± 3.7

*Note*: Mice culled at the end of the treatment period after 5‐hour food deprivation. Medians compared with Kruskal‐Wallis test with Dunn's post‐hoc test.

^a^ Standard chow‐fed mice (*n* = 10) of the same age are included for reference but have not been included in statistical analysis. Mean and SEM unless otherwise stated; comparisons made with one‐way ANOVA and Tukey's multiple comparison test.

** *p* < 0.01

*** *p* < 0.001 for comparison with Sham‐Ad lib;

^$^ *p* < 0.05 for comparison with Sham‐Ad lib.

**FIGURE 1:**
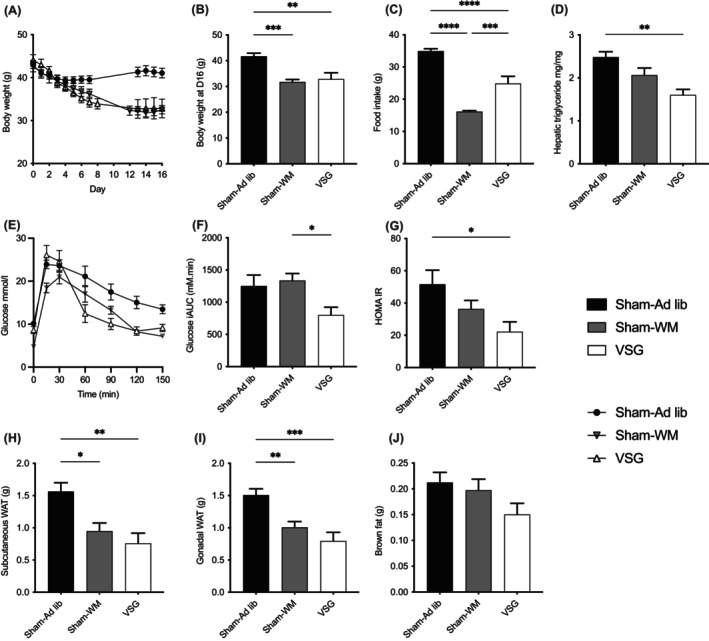
Sleeve gastrectomy leads to partially weight loss‐independent improvements in liver steatosis and glucose tolerance. Following 14 weeks on a high fat diet (HFD), obese mice were subjected to sham surgery with a return to HFD (Sham‐Ad lib; black), vertical sleeve gastrectomy (VSG; white) or sham surgery and food restriction to match the weight of VSG‐treated mice (Sham‐WM; grey). (A) Weight trajectory over time. (B) Final weight at day 16. (C) Cumulative food intake over study period. (D) Hepatic triglyceride at end of study. (E) Intra‐peritoneal glucose tolerance test (IPGTT); (F) iAUC_0‐150_ during IPGTT. (G) Homeostatic model assessment of insulin resistance (HOMA‐IR) calculated from 5‐hour fasted glucose and insulin levels at end of study period. (H–J) Tissue weights at end of study period. WAT, white adipose tissue. *n* = 6–8 in each group, mean and SEM; one‐way ANOVA and Tukey's post‐hoc test: *p < 0.05, **p < 0.01, ***p < 0.001 when compared with Sham‐Ad lib.

At the end of the study period liver triglyceride content decreased in Sham‐WM mice but was statistically significantly reduced in VSG mice only (Figure 1D, Table 1). Liver triglyceride in mice treated with VSG was at similar levels as that seen in mice from the same cohort maintained on standard chow throughout. Non‐alcoholic fatty liver disease Activity Score (NAS) was reduced in mice treated with both VSG and Sham‐WM (Table 1; Supporting Information Figure S1). Sham‐Ad lib mice had mild pericellular fibrosis (Stage 1a) as can be anticipated after treatment with a HFD^33^; mice from the other treatment groups had no significant fibrosis, consistent with overall improvement in their hepatic steatosis and NAS (Supporting Information Figure S1). Hepatic enzymes (alkaline phosphatase and alanine aminotransferase) were at similar levels to those measured in mice maintained on standard chow (Table 1).

### 3.2 VSG is associated with weight loss‐independent improvements in insulin resistance

The reductions in body weight seen in both VSG and Sham‐WM mice were associated with changes in glucose tolerance (Figure 1E), and a decreased incremental glucose area under the curve following intra‐peritoneal glucose injection in mice treated with VSG (Figure 1F). Fasting serum insulin numerically decreased in mice treated with VSG (1.4 ± 0.3 vs. 2.2 ± 0.3 pmoL/L; *p* = 0.08; Table 2) and homeostatic model assessment of insulin resistance (HOMA‐IR) was significantly reduced in VSG mice only (Figure 1G; Table 2).

**TABLE 2:** Fasting blood biochemistry for mice at the end of the study period.

	Sham‐Ad lib	Sham‐WM	VSG
Triglyceride (mg/dL)	61.3 ± 3.7	91.6 ± 11.5	73.4 ± 15.2
Glucose (mmol/L)	18.2 ± 1.7	11.9 ± 0.6*	12.3 ± 1.5*
Insulin (pmol/L)	2.2 ± 0.3	2.1 ± 0.3	1.4 ± 0.3
HOMA‐IR	51.2 ± 8.8	36.3 ± 5.3	22.3 ± 6.1*
Total amino acids (mmol/L)	5.1 ± 0.4	4.8 ± 0.4	3.9 ± 0.4
Branched‐chain amino acids (mmol/L)	1.2 ± 0.2	1.8 ± 0.3	0.6 ± 0.1^^

*Note*: Mice culled at the end of the treatment period after 5‐hour food deprivation. Mean and SEM; one‐way ANOVA and Tukey's multiple comparison test.

* *p* < 0.05

^^^^ *p* < 0.01 for comparison with Sham‐WM.

Subcutaneous and gonadal white adipose tissue stores were significantly reduced in both VSG and Sham‐WM mice, with brown fat mass not affected (Figure 1H–J). Circulating adiponectin was reduced in both treatment groups, and leptin fell to a greater extent in VSG than Sham‐WM mice (Figure 2A,B). The adiponectin‐leptin ratio, a marker of insulin sensitivity and overall adipose tissue health, was increased in mice treated with VSG (*p* = 0.06; Figure 2C).^40^

**FIGURE 2:**
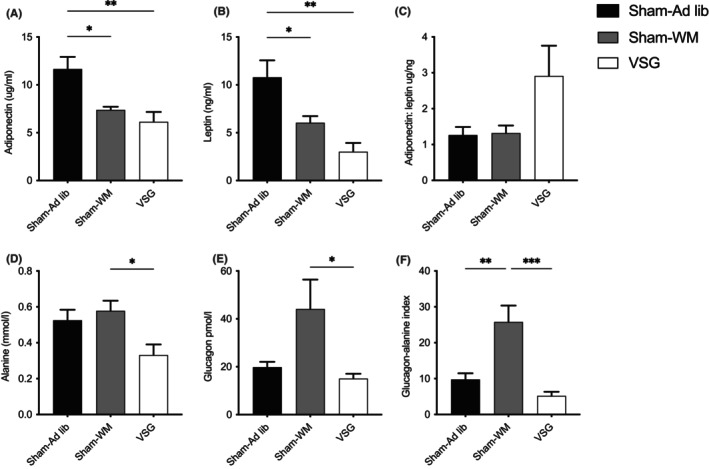
Sleeve gastrectomy is associated with changes in circulating metabolic hormones. Following 14 weeks on a high fat diet, obese mice were subjected to sham surgery with a return to HFD (Sham‐Ad lib; black), vertical sleeve gastrectomy (VSG; white) or sham surgery and food restriction to match the weight of VSG‐treated mice (Sham‐WM; grey). (A,B) Serum leptin and adiponectin. (C) Adiponectin: leptin ratio. (D,E) Plasma alanine and glucagon. (F) Glucagon‐alanine index. 5‐hour fasting levels and the end of the study period (16 days). *n* = 6–8 in each group, mean and SEM. *p < 0.05, **p < 0.01, ***p < 0.01 (one‐way ANOVA and Tukey's post‐hoc test).

Numerically lower fasting amino acids following VSG reflected significant reductions in branched‐chain amino acids (Table 2), as well as alanine (Figure 2D). Mice treated with VSG exhibited a trend to reduction in markers of glucagon resistance, namely, fasting alanine and glucagon‐alanine index, when compared to Sham‐Ad lib (0.33 ± 0.06 vs. 0.52 ± 0.06; *p* = 0.08, and 5.2 ± 1.6 vs. 10.1 ± 2.0; *p* = 0.09 respectively: Figure 2D,F). Conversely, mice treated with Sham‐WM had higher fasting alanine and glucagon than mice treated with VSG, resulting in a higher glucagon‐alanine index.

### 3.3 Sleeve gastrectomy drives weight loss‐independent hepatic transcriptomic changes

To investigate whether hepatic transcriptomic pathways were similarly affected by VSG and equivalent weight loss by calorie restriction, we performed RNA‐sequencing of liver tissue from mice at the end of the study period. 

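Liver RNA came from 4 mice of each surgical group: VSG, Sham-WM and Sham-Ad lib. The mice were culled on day 16 after surgery, after 5 hours without food. The authors aligned the reads to mm10 with tophat2, counted those that fell on genes with featureCounts, and deposited the whole-number counts without normalization. The paper's text names neither the annotation release nor whether the counting used the strand of the reads. The table lists 46078 Ensembl genes, of which 22987 had 0 counts in every library and 45229 matched GENCODE M21. All 37 genes of the mitochondrial chromosome in the table were at 0 counts. Between 16859076 and 18297907 reads per library were counted on genes in Sham-Ad lib mice (median 17871804.5), between 17683302 and 19384076 in Sham-WM mice (median 18933744.5), and between 15122520 and 19055615 in VSG mice (median 17064268). Albumin (Alb) took on average 8.48% of the counts in Sham-Ad lib, 10.8% in Sham-WM and 6.29% in VSG libraries. The title of each sample gives the mouse's group and animal number, and each library's name carries an animal number, but another field of the sample labels pairs the titles with libraries that carry other animals' numbers. Each library was given its group by the animal number that its name and the title share, and libraries are named by that number (library 4F, for example). Under this reading, all 32 log2 ratios of the 16 genes in Fig. 3C that were matched by name had the direction shown there, and under the other field 18 had it; this count is not independent of the paper's own result. This reading, the tests, the gene lists and the alternatives were set before the data were examined, except where it is said that a choice came later. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, in 1 fit of all 12 libraries, for the 13054 genes that passed edgeR's filter on low counts. P-values were adjusted by the Benjamini-Hochberg method. The authors tested with DESeq2 and removed unwanted variation with RUVSeq (k = 2). The paper's text does not name the RUV method or its control genes, so DESeq2 and 3 forms of RUV factors were run as alternatives. The index numbers of the libraries form 1 separate block per group, so a batch that followed them cannot be told apart from treatment, and no value within such a batch can be had.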

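Principal components of the 12 libraries were computed from the log2 CPM (counts scaled to a common library size) of the 500 most variable genes. The first component held 63.2% of the variance and the second 12.5%. On the first component, VSG libraries lay between 10.1 and 47.0 and Sham-WM libraries between -28.5 and -17.5. Sham-Ad lib libraries lay between -18.0 and 13.8 and overlapped both groups. The mean distance between VSG and Sham-WM libraries exceeded the mean distance within these groups by 29.6 on the log2 scale. No other of the 35 splits of these 8 libraries gave as large an excess (exact permutation test, one-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). The same excess was 8.99 between Sham-Ad lib and Sham-WM (p = 0.0286) and 13.5 between Sham-Ad lib and VSG (p = 0.0571) in the same exact permutation test. After Benjamini-Hochberg adjustment over these 3 comparisons, the p-values were 0.0429, 0.0429 and 0.0571. The excess between VSG and Sham-WM was lowest, at 22.4, with DESeq2's variance-stabilizing transformation and highest, at 37.9, without library 18F; the exact permutation p remained 0.0286 in both.

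**Figure D1:**
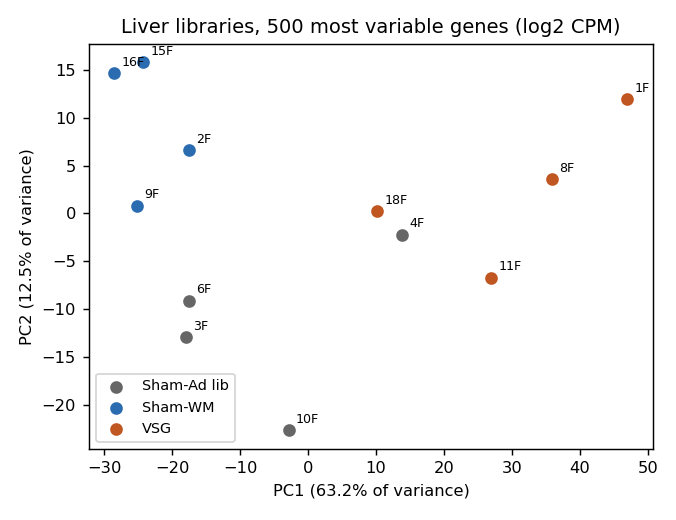
The first and second principal components of the 12 liver libraries, each point 1 library named by its number and coloured by surgical group. VSG libraries sit between 10.1 and 47.0 on the first component and Sham-WM libraries between -28.5 and -17.5.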

Unsupervised principal component analysis demonstrated clear separation between gene expression profiles of mice treated with VSG compared to Sham‐WM (Figure 3A). 

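At an adjusted p under 0.05, edgeR's test found 98 genes changed after VSG, 61 higher and 37 lower than in Sham-Ad lib. Their adjusted p-values all lay between 0.041 and 0.0495. After Sham-WM, 912 genes changed, 461 higher and 451 lower. Compared directly, VSG and Sham-WM differed in 3509 genes, 1962 of them higher and 1547 lower after VSG. Of the 912 genes changed after Sham-WM, 719 also differed between VSG and Sham-WM, as did 88 of the 98 genes changed after VSG. At an unadjusted p under 0.05, 3149 genes changed after VSG, 2814 after Sham-WM and 5268 between the 2 treatments, where 652.7 would pass by chance. The 4 values of VSG and the 4 of Sham-Ad lib did not overlap for 9.21% of the genes tested; this share was 17.6% for Sham-WM and Sham-Ad lib, and 26.2% for VSG and Sham-WM, against 2.86% by chance. Among the alternatives at an adjusted p, the count after VSG was highest with 2 RUVr factors, at 3016 genes in edgeR and 3186 in DESeq2; with RUVs factors in edgeR it was 8, and with at least 10 counts required in every library, or with only the 2 groups compared in the fit, it was 0. DESeq2 found 1229 genes after VSG, among them all of these 98, and 1435 after Sham-WM. Leaving out 1 library at a time gave from 0 to 1089 genes after VSG, with 0 genes without library 6F, 2F, 9F or 1F, 903 without 4F, 227 without 8F and 1089 without 18F. In the 4 fits with 0 genes, between 2126 and 3060 genes had an unadjusted p under 0.05. The count after Sham-WM ranged from 424, without 16F, to 1311, without 11F. Of the 35 splits of the VSG and Sham-Ad lib libraries into 2 groups of 4, 3 gave at least as many changed genes as the real groups.

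**Figure D2:**
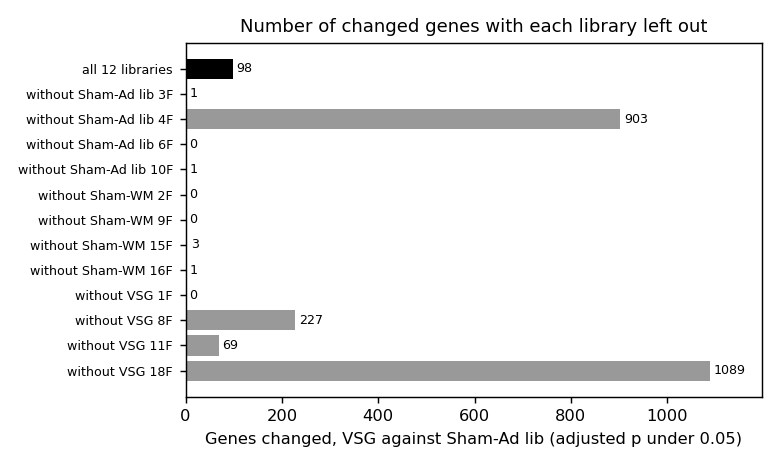
The number of genes changed after VSG against Sham-Ad lib (adjusted p under 0.05, edgeR), with all 12 libraries in black and with 1 library left out at a time in grey. The number is 98 with all libraries and lies between 0 and 1089 in the other fits.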

When comparing the treatment groups to Sham‐Ad lib, we found many differentially expressed genes (*p* < 0.05 in both groups) although there was little overlap in changes following VSG and those following Sham‐WM (Figure 3B). 

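Of the 98 genes changed after VSG, 5 changed in the same direction after Sham-WM, a share of 5.10%, and 8 changed in the opposite direction. The 5 genes Cfd, Fitm2, Shprh, Slc23a2 and Usp22 were lower after both treatments; they are named here because they are few, after their values were seen. A further 85 genes passed the threshold after VSG alone and 899 after Sham-WM alone, which does not show that the 2 effects on such a gene differ. Without library 4F, 41 genes changed in the same direction after both treatments. At an unadjusted p under 0.05 in both comparisons, 349 genes changed in the same direction and 281 in the opposite direction. Across the 13054 genes, which are not independent replicates, the log2 fold changes after the 2 treatments had a Spearman rho of -0.0176 and a Pearson r of -0.0992. Both comparisons share the Sham-Ad lib libraries, which by itself makes their fold changes alike. For comparison, 3 unchanged groups were simulated from the Sham-Ad lib means and the fitted dispersions. The mean rho was 0.465 over 20 simulations, with a range of 0.447 to 0.476. Each gene was drawn independently, so this range leaves out variation that genes share within a library and is too narrow. Over the 12 libraries, the jackknife standard error of the observed rho was 0.189. The fold changes had the same sign for 49.9% of the genes, against 66.5% in the simulations. No simulation had a gene past the threshold in both comparisons. None had more than 1 such gene in either comparison, so this decides nothing.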

Of the 459 genes affected by VSG, 47 (10%) were similarly up‐ or down‐regulated in mice treated by Sham‐WM.

**FIGURE 3:**
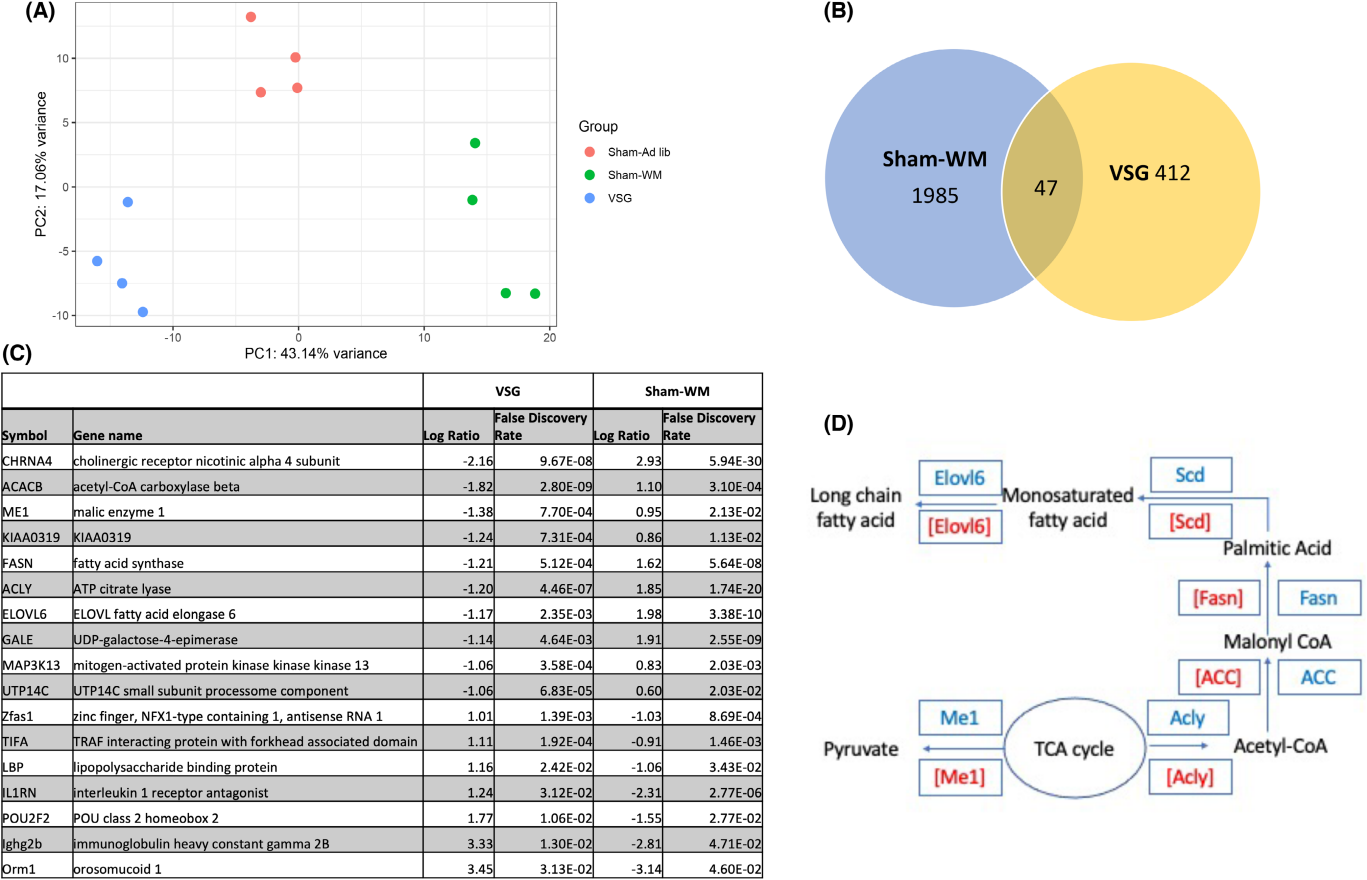
Sleeve gastrectomy drives improvement in hepatic steatosis by downregulating hepatic metabolic pathways which are distinct to those altered by weight loss alone. (A) 2D PCA of hepatic transcriptomic data of surgically treated mice. (B) Differential gene expression in livers of mice treated with Sham‐WM and VSG. *q* value <0.05 for each treatment versus Sham‐Ad lib. (C) Discordant genes in VSG and Sham‐WM versus Sham‐Ad lib, filtered for log ratio >1 or <1 for VSG and *q* < 0.05 in both. (D) Pathway schema indicating differences in triglyceride metabolism following VSG when compared to Sham‐WM, blue indicates downregulation and red is upregulation; normal script is VSG while [] indicates Sham‐WM treatment.

Seventeen genes were statistically and biologically significantly changed after both treatments when compared to Sham‐Ad lib, but in different directions (*q* < 0.05 for both treatments; log2 ratio >1 or <−1 for VSG versus Sham‐Ad lib) (Figure 3C). 

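By the rule of Fig. 3C, 7 genes were discordant in edgeR's test: Acacb, Acly, Chrna4, Map3k13 and D130043K22Rik (KIAA0319 in the paper's list) were lower after VSG, and Tifa and Zfas1 were higher. The 16 genes of Fig. 3C matched by name had the figure's direction after both treatments. Of all 17, 8 passed an adjusted p of 0.05 after VSG and 11 after Sham-WM. The gene shown as UTP14C was read as Utp14b because its values matched, so its direction is no evidence. Chrna4, which encodes a nicotinic receptor subunit and lies on chromosome 2 from 181018380 to 181043546 of mm10, had the largest change after both treatments among the 10 genes of the figure that are lower after VSG: 3.11 ± 1.09 CPM in Sham-Ad lib, 23.8 ± 1.1 in Sham-WM and 0.716 ± 0.37 in VSG (SD, n = 4 each). Its log2 fold change was -2.12 (standard error 0.32, adjusted p = 0.041, edgeR) after VSG and 2.93 (standard error 0.26, adjusted p = 5.38e-05) after Sham-WM. With DESeq2, 17 genes met the rule, 16 of them in Fig. 3C, and the other was Orm2. Leaving out 1 library at a time gave from 0 discordant genes, without 3F for example, to 13, without 18F; without 3F, 51 genes met the rule at an unadjusted p. Reads on some of these genes can be shared with neighbours, since Utp14b lies inside Acsl3 on the same strand, Zfas1 overlaps Znfx1 and Tifa overlaps Ap1ar, both on the opposite strand.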

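Acly (ENSMUSG00000020917), on chromosome 11 from 100476353 to 100528000, had 297 ± 35.8 CPM in Sham-Ad lib livers, 1071 ± 244 in Sham-WM and 131 ± 25.3 in VSG (SD, n = 4 mice each). Its log2 fold change against Sham-Ad lib in edgeR's test was -1.18 (standard error 0.18, adjusted p = 0.041) after VSG and 1.85 (standard error 0.18, adjusted p = 0.000108) after Sham-WM. Acacb (ENSMUSG00000042010), on chromosome 5 from 114146535 to 114250761, fell from 99.8 ± 20.9 CPM to 28.6 ± 8.58 after VSG and rose to 214 ± 49.0 after Sham-WM, with log2 fold changes of -1.8 (standard error 0.24, adjusted p = 0.041) after VSG and 1.1 (standard error 0.23, adjusted p = 0.0139) after Sham-WM. Fasn had 490.0 ± 63.5, 1506 ± 474 and 215 ± 69.8 CPM in the 3 groups in the same order, and edgeR's log2 fold changes were -1.19 (standard error 0.26, adjusted p = 0.051) after VSG and 1.62 (standard error 0.26, adjusted p = 0.00339) after Sham-WM. For Elovl6 these levels were 113.2 ± 16.1, 449 ± 228 and 51.3 ± 10.7 CPM, and the log2 fold changes in edgeR's test were -1.14 (standard error 0.28, adjusted p = 0.0578) after VSG and 1.99 (standard error 0.28, adjusted p = 0.0016) after Sham-WM. Me1 had 159 ± 81.1, 307 ± 31.4 and 62.4 ± 12.1 CPM, with log2 fold changes in edgeR's test of -1.35 (standard error 0.31, adjusted p = 0.0524) after VSG and 0.95 (standard error 0.30, adjusted p = 0.0766) after Sham-WM. For Acly, Acacb, Fasn and Elovl6, the 4 values of each treatment did not overlap those of Sham-Ad lib (exact permutation test, two-sided, p = 0.0286 for each of these comparisons, the smallest p that 4 against 4 allow). For Me1 the values of VSG and Sham-Ad lib overlapped (p = 0.0857 in the same exact test). With DESeq2, all 5 genes passed the threshold after both treatments. With 1 library left out, the log2 fold change of Acly stayed between -1.29 and -1.08 after VSG, but its adjusted p after VSG was under 0.05 in 5 of these 12 fits and reached 0.155 without 3F. Acacb passed in 7 of the 12 fits after VSG, and in 11 after Sham-WM, where its adjusted p was 0.0532 without 10F. Without 18F, Fasn (adjusted p = 0.0303), Elovl6 (0.0325) and Me1 (0.0344) passed after VSG in edgeR's test, as they did without 4F (0.0333, 0.0369 and 0.0181); Fasn also passed without 8F (0.0416). Me1 passed after Sham-WM without 3F (0.0316). Elovl6 overlaps Gm35986, an antisense gene with a mean of 42.3 counts.

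**Figure D3:**
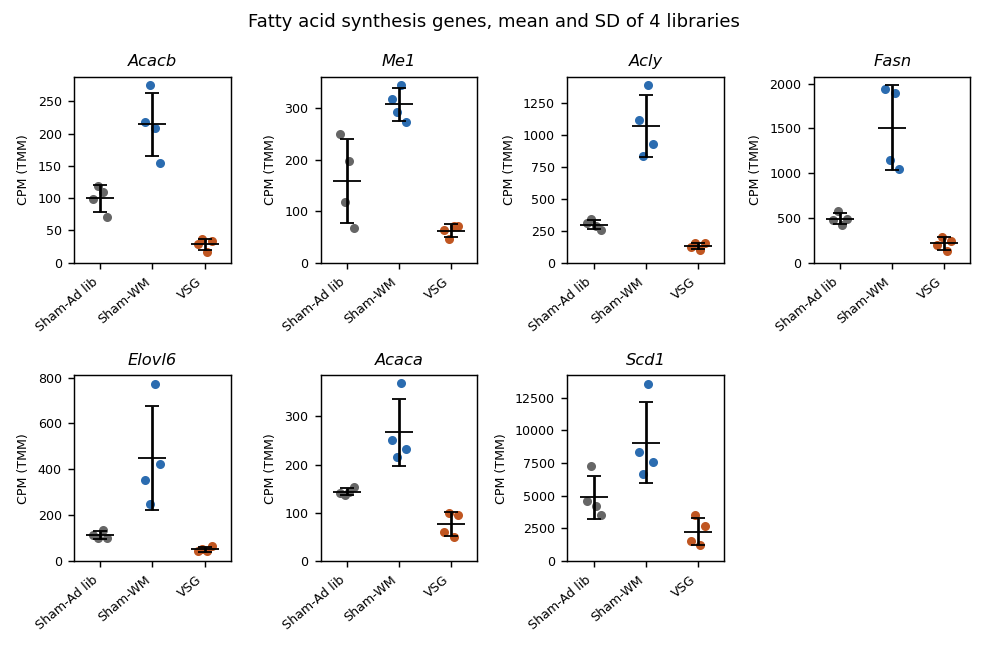
Normalized CPM (TMM) of 7 fatty acid synthesis genes in each library, by surgical group; points are single libraries, and the line and bars are the mean and SD of 4. For Acly, the group means are 297 CPM in Sham-Ad lib, 1071 in Sham-WM and 131 in VSG.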

Downregulated genes after VSG were primarily those related to lipid metabolism, with levels of acetyl‐CoA carboxylase (*ACC*) Beta (*Acacb)*, Malic enzyme 1 *(Me1)*, ATP citrate lyase *(Acly)*, Fatty acid synthase *(Fasn)*, and Elongation of very long chain fatty acids protein 6 (*Elovl6)* downregulated in the VSG group and upregulated in the Sham‐WM group. 

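Acaca (ENSMUSG00000020532) lies on chromosome 11 from 84129672 to 84401651 of mm10 and overlaps Gm11437 on the opposite strand. It had 144 ± 7.36 CPM in Sham-Ad lib livers, 267 ± 69.4 in Sham-WM and 76.6 ± 25.2 in VSG (SD, n = 4 each). Its log2 fold change in edgeR's test was -0.91 (standard error 0.22, adjusted p = 0.0573) after VSG and 0.89 (standard error 0.22, adjusted p = 0.0268) after Sham-WM. Neither treatment's 4 values overlapped those of Sham-Ad lib (exact permutation test, two-sided, p = 0.0286 for both). DESeq2 gave adjusted p-values of 0.00351 after VSG and 0.00278 after Sham-WM. In edgeR's test with 1 library left out, the adjusted p after VSG lay between 0.0289 and 0.191, and it was under 0.05 without 4F, 8F or 18F (0.039, 0.0457 and 0.0289). After Sham-WM the adjusted p lay between 0.0107 and 0.0923 and was under 0.05 in 5 of these 12 fits.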

The alpha ACC isoform (*Acaca*) was also downregulated after VSG and upregulated following Sham‐WM (log ratio −0.9, *q* = 0.003 and log ratio 0.9 *q* = 0.002 respectively). Inhibition of lipogenesis is a key role of glucagon signalling in the liver and these genes for fatty acid synthesis are all targets of glucagon signalling^26^, ^28^, ^41^ (Figure 3D). 

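The files list the paper's Scd as Scd1 (ENSMUSG00000037071), on chromosome 19 from 44394455 to 44407879. Its level was 4895 ± 1651 CPM in Sham-Ad lib livers, 9058 ± 3095 in Sham-WM and 2240.0 ± 1041 in VSG (SD, n = 4 each). In edgeR's test the log2 fold change was -1.13 (standard error 0.34, adjusted p = 0.0872) after VSG and 0.89 (standard error 0.34, adjusted p = 0.143) after Sham-WM, so that neither passed an adjusted p of 0.05. The values of VSG and Sham-Ad lib did not overlap (exact permutation test, two-sided, p = 0.0286), and for Sham-WM and Sham-Ad lib the same exact test gave p = 0.0571. DESeq2 gave adjusted p-values of 0.0116 and 0.0551. With 1 library left out, edgeR's adjusted p stayed above 0.05 in all 12 fits of either comparison, and was lowest at 0.0528 after VSG and 0.0848 after Sham-WM.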

A further key related gene, stearoyl‐CoA desaturase (*Scd*) was also significantly downregulated following VSG and upregulated in Sham‐WM but did not quite reach statistical significance in the latter group (VSG: log ratio −1.1, *q* = 0.003; Sham‐WM: log ratio 0.9, *q* = 0.056). To confirm these results we performed RT‐qPCR on newly extracted RNA for selected key fatty acid synthesis genes and found the same pattern, whereby levels diverged in the two treatment groups. All genes tested (*Fasn*, *Scd*, *Elov6* and *Acly)*, were upregulated in Sham‐WM mice with levels that were significantly greater than those seen in VSG mice (Supporting Information Figure S2).

UDP‐galactose‐4‐epimerase (*Gale*) was also downregulated in VSG mice but upregulated in Sham‐WM mice: this enzyme interconverts UDP‐galactose with UDP‐glucose and is a critical enzyme in hepatic gluconeogenesis^42^; in mouse‐models genetic reduction of the levels of this enzyme improves whole‐body glucose tolerance.^43^ Mitogen‐activated protein 3 kinase 13 (*Map3k13*) was also differentially regulated by the two weight‐loss treatments: this enzyme is implicated in JNK signalling, which is a mediator of hepatic Gi (negative) glucagon signalling.^44^ 

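Map3k13 (ENSMUSG00000033618) lies on chromosome 16 from 21794346 to 21933439 and overlaps 1300002E11Rik, a non-coding gene on the same strand with a mean of 155 counts. Its level was 10.6 ± 3.01 CPM in Sham-Ad lib livers, 18.8 ± 3.26 in Sham-WM and 5.13 ± 0.808 in VSG (SD, n = 4 each). EdgeR's log2 fold change was -1.04 (standard error 0.20, adjusted p = 0.0442) after VSG and 0.83 (standard error 0.20, adjusted p = 0.022) after Sham-WM. The values of VSG did not overlap those of Sham-Ad lib (exact permutation test, two-sided, p = 0.0286), and those of Sham-WM did (p = 0.0571 in the same exact test). With 1 library left out, the adjusted p was under 0.05 in 3 of 12 fits after VSG, where it reached 0.155 without 3F, and in 7 of 12 after Sham-WM, where it reached 0.0796 without 15F.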

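The genes of Fig. 3C that are higher after VSG and lower after Sham-WM are Zfas1, Tifa, Lbp, Il1rn, Pou2f2, Ighg2b and Orm1. In edgeR's test, Tifa had a log2 fold change of 1.14 (standard error 0.21, adjusted p = 0.0435) after VSG and -0.91 (standard error 0.21, adjusted p = 0.0221) after Sham-WM, and Zfas1 had a log2 fold change of 1.04 (standard error 0.22, adjusted p = 0.0493) after VSG and -1.03 (standard error 0.23, adjusted p = 0.0175) after Sham-WM; after VSG both were under 0.05 in 3 of the 12 fits with 1 library left out. Il1rn fell to 1.98 ± 0.552 CPM after Sham-WM from 9.81 ± 5.57 in Sham-Ad lib (log2 fold change -2.31, standard error 0.45, adjusted p = 0.00922, edgeR) and was 23.4 ± 12.1 CPM after VSG (log2 fold change 1.26, adjusted p = 0.0942; SD, n = 4 each). Without library 4F or 18F, Il1rn also passed after VSG (adjusted p = 0.0202 and 0.0351). Lbp, Pou2f2, Ighg2b and Orm1 passed in neither comparison, with adjusted p-values from 0.0542 to 0.0944 after VSG and from 0.107 to 0.351 after Sham-WM (edgeR). After VSG, Lbp, Pou2f2 and Ighg2b passed without library 4F (adjusted p = 0.0112, 0.00869 and 0.00519) and without 18F (0.0401, 0.029 and 0.0216), and Orm1 passed without 18F (0.0225). DESeq2 called all of these genes in both comparisons except Orm1, whose adjusted p after Sham-WM was 0.325. Orm1 lies on chromosome 4 beside its paralogs Orm2 and Orm3, and the counting could have split or dropped reads that these genes share; the reads of Ighg2b are open to the same limit among immunoglobulin genes. Orm1 had 1120.0 ± 791 CPM in Sham-Ad lib, 596 ± 32.2 in Sham-WM and 3953 ± 2326 in VSG livers. Orm2, added after the values were seen, had 162 ± 204, 18.4 ± 6.97 and 1793 ± 1299 CPM, with edgeR's log2 fold changes of 3.47 (standard error 1.11, adjusted p = 0.0958) after VSG and -3.14 (standard error 1.11, adjusted p = 0.11) after Sham-WM. In a list of 28 acute phase genes, which includes Orm1, Lbp, Il1rn and Tifa, the median log2 fold change was 1.15 after VSG, with all 28 genes higher, and -0.87 after Sham-WM, with 26 lower. The adjusted p over all list tests was 3.2e-08 and 1.09e-06 by camera, 0.0472 and 0.0937 by fry. With RUVs factors the rise after VSG was lost (median 0.000748, adjusted p = 0.795 by camera), and the median after Sham-WM was -0.34; RUVg and RUVr factors gave medians of 0.48 and 1.16 after VSG. EdgeR called 3 of the 28 genes after VSG and 7 after Sham-WM; adjusted over the list alone, 13 and 12.

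**Figure D4:**
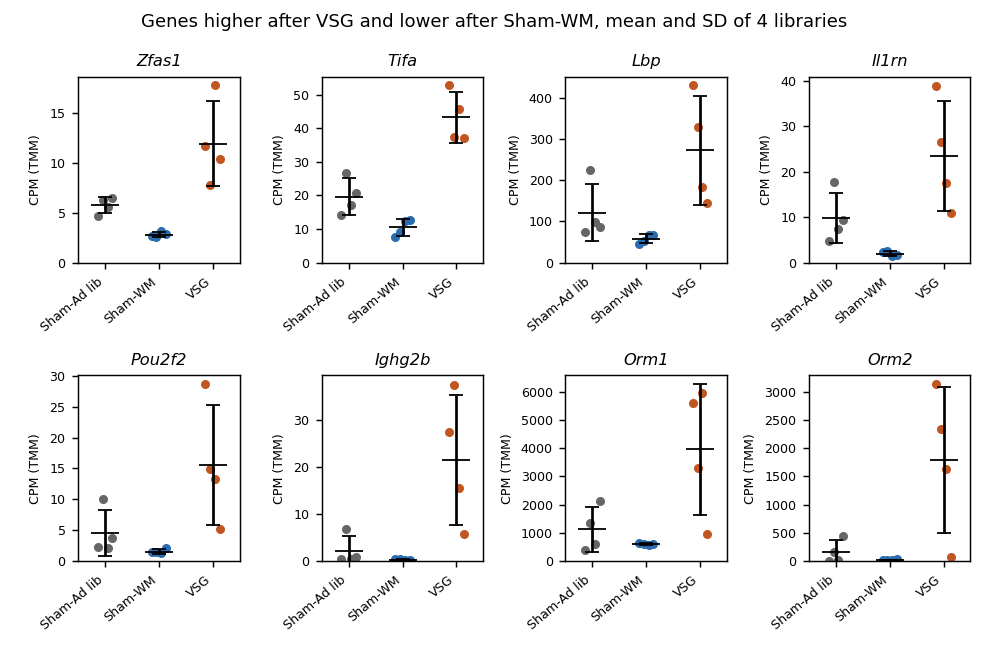
Normalized CPM (TMM) of the 7 genes higher after VSG in Fig. 3C, and of Orm2, in each library by surgical group; points are single libraries, and the line and bars are the mean and SD of 4. For Tifa, the group means are 19.7 CPM in Sham-Ad lib, 10.5 in Sham-WM and 43.2 in VSG.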

Enzymes upregulated in VSG and downregulated in Sham‐WM mice were mostly related to innate immunity.

## 4 DISCUSSION

It has previously been observed that in rodents with diet‐induced obesity, VSG leads to better steatosis outcomes than pair‐feeding, although VSG‐treated animals also lose more weight.^11^, ^45^ Here using a weight‐matched cohort design, we demonstrate that sleeve gastrectomy in mice with hepatic steatosis is associated with greater reduction in hepatic triglyceride content than that attributable to weight loss alone.

Another recent study also revealed superior improvements in steatosis in mice treated with VSG compared to a weight‐matched group: in this study mice were culled at 40 days post‐surgery, having regained more than 50% of the weight originally lost.^46^ Our study findings are also congruent with a small number of rodent studies in which a group undergoing VSG have ended at a similar weight to a control group, albeit not by design.^13^, ^23^ These studies terminated when animals had regained the weight lost following VSG, which is a potential problem because liver fat content is highly sensitive to overall weight gain or loss.^47^, ^48^ In our study we chose to cull during the stable nadir period of weight loss, to better model the clinical situation. In a non‐randomised prospective cohort study comparing RYGB with AGB in patients with NAFLD, hepatic histological improvement was more significant following RYGB.^24^ Multivariate analysis revealed this superiority to be primarily accounted for by greater weight loss, but there was an independent contribution from RYGB itself: this suggests that RYGB, but not AGB, has weight loss‐independent metabolic effects that are beneficial for NAFLD. A structured exercise programme has recently been shown to have greater benefits for liver steatosis, despite minimal weight loss, than a conventional weight loss programme in Japanese men.^49^ Our findings therefore add to the evidence that weight loss is not the only treatment for NAFLD and alternative mechanisms deserve urgent attention, especially given the fact that there are no approved pharmaceutical treatments specifically for NASH.^50^, ^51^

We found that insulin resistance improved to a greater degree in mice treated with VSG than following equivalent weight loss by dietary restriction alone. Hepatic insulin resistance is highly associated with NAFLD.^52^ Notably, it is characterised by selective reduction in insulin's hypoglycaemic effects with minimal change to its effects on lipogenesis.^53^ In our study, superior improvements in liver fat in VSG mice may have led to greater improvements in hepatic insulin sensitivity when compared to Sham‐WM. Alternatively, or additionally, better peripheral insulin sensitivity in mice treated with VSG may have decreased peripheral lipolysis and improved peripheral glucose uptake, thereby reducing the substrates available for hepatic fat deposition.^54^

Whilst insulin resistance is a well‐known pathogenic mechanism, the role of glucagon resistance has been underappreciated. Glucagon is a powerful regulator of hepatic metabolism: it increases glucose production, increases fat oxidation, reduces *de novo* lipogenesis and stimulates ureagenesis.^55^ Increases in plasma amino acids such as alanine signal to the alpha cell to increase glucagon secretion which then triggers hepatic uptake and oxidation of amino acids, increased ureagenesis to dispose of the nitrogen from amino acid oxidation, and consequently a drop in plasma amino acids, forming a physiological feedback cycle, the ‘liver‐alpha cell axis’.^30^ Analogous to insulin resistance, glucagon resistance is indicated by simultaneous hyperglucagonaemia and hyperaminoacidaemia, signifying pathophysiological disturbance of the liver‐alpha cell axis, and this can be quantified by a glucagon‐alanine index (product of fasting glucagon and alanine concentrations). Glucagon resistance is correlated with increased liver fat.^25^, ^56^ To date there exists very little data analysing the effect of weight loss on glucagon resistance. Our study is consistent with a recent clinical study indicating that glucagon sensitivity may improve following bariatric surgery.^31^ In our experimental setting, improved glucagon sensitivity was observed in mice treated with VSG but not in those experiencing an equivalent degree of weight loss by calorie restriction alone, which merits further investigation as a potential mechanism for the superior effects of VSG over calorie restriction on steatosis. One possible explanation is that VSG is better modelled by calorie dilution than calorie restriction. This hypothesis would be supported by the substantially greater food intake in VSG mice to achieve similar weight loss to those treated with Sham‐WM: VSG is likely to cause malabsorption, albeit to a lesser extent than RYGB, due to increased intestinal transit.^57^ Calorie restriction has been shown to have distinctive effects on mouse physiology when compared to calorie dilution.^58^ It results in hungrier mice, as assessed by behavioural assays, and a hypothalamic gene‐expression profile characteristic of starvation. A possible explanation for the findings of the present study, then, is that weight matching using calorie restriction causes an increase in fasting glucagon levels commensurate with a starvation state when compared to VSG.^59^

Our transcriptomic findings mirror our biochemical findings, as we observed that pathways relating to fatty acid production were reversed depending on treatment modality (VSG or Sham‐WM). These involved key genes downstream of glucagon‐stimulated lipid metabolism. 

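The 7 fatty acid synthesis genes of Fig. 3D (Acaca, Acacb, Me1, Acly, Fasn, Elovl6 and Scd1) were tested together as a list. Their median log2 fold change was -1.18 after VSG, with all 7 lower, and 1.1 after Sham-WM, with all 7 higher. Between VSG and Sham-WM it was -2.81, with all 7 lower. Over the 66 tests of 22 lists and 3 comparisons, the adjusted p by camera with a preset correlation of 0.01 was 4.84e-08, 6.29e-08 and 2.73e-09 in turn, and by fry 0.00175, 0.0011 and 1.63e-05. With a correlation estimated from the data, camera gave 0.145, 0.145 and 0.143. Of all 66 tests, 39 passed by the preset correlation, 29 of these also by fry, and none by the estimated correlation, where 10 had an unadjusted p under 0.05. EdgeR's test over all genes called 2 of the 7 genes after VSG, 5 after Sham-WM and 7 between the treatments; adjusted over the list alone, all 7 passed in each. The study chose these genes on the same libraries, so none of these directions, list p-values and counts is independent evidence. For 17 other lipogenic genes, which the study did not choose, the median was -0.72 after VSG (16 lower; adjusted p = 5.11e-07 by camera and 0.00516 by fry) and 0.41 after Sham-WM (13 higher; adjusted p = 0.00382 and 0.0472). EdgeR called 1 of these 17 genes after VSG and 2 after Sham-WM, and with adjustment over the list alone, 10 and 2. As large a median came from 1 of 35 splits after VSG, the real one, and from 4 of 35 after Sham-WM. So chance stays open for the rise after Sham-WM. A control list of 4 Y-linked genes also passed by fry at 0.0472 after VSG, so a pass at this level carries little weight. With 1 library left out, the median of the 7 genes stayed between -1.29 and -1.08 after VSG and between 0.96 and 1.26 after Sham-WM, and that of the other 17 between -0.80 and -0.58 and between 0.38 and 0.68. From the opposite directions of these pathways, the paper states that its transcriptomic findings mirror its biochemical ones, and it describes the genes involved as downstream of glucagon-stimulated lipid metabolism.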

Our findings are in line with those of other studies of VSG in mice: for example, *Fasn*, a rate‐limiting enzyme catalysing the de novo biosynthesis of long chain fatty acids, is downregulated following VSG but not weight loss by calorie restriction.^13^, ^60^, ^61^ Similarly *Acac* enzymes, which convert acetyl‐CoA to malonyl‐CoA, have also been reported to be uniquely downregulated following VSG.^13^, ^60^ Apart from *Gale*, a regulator of hepatic gluconeogenesis, none of the genes identified as discordantly expressed following the two treatments related to glucagon's other main actions of gluconeogenesis and ureagenesis. This may be because glucagon resistance affects metabolic pathways differentially^25^, ^29^; or because other hormonal and metabolic pathways compensate to a greater extent for some actions of glucagon than others. 

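None of 13 genes of gluconeogenesis, among them Pck1, G6pc and Fbp1, passed edgeR's threshold after VSG, where G6pc had the largest decrease (log2 fold change -1.06, standard error 0.46, adjusted p = 0.185); 1 passed after Sham-WM. That gene, G6pc, rose from 127 ± 28.4 CPM in Sham-Ad lib to 553 ± 319.3 in Sham-WM (SD, n = 4 each; log2 fold change 2.13, standard error 0.47, adjusted p = 0.017, edgeR) and was 60.9 ± 34.4 CPM in VSG. The list's median log2 fold change was -0.27 after VSG (11 of 13 lower; adjusted p = 0.0197 by camera, up to 0.0724 with 1 library left out, 0.293 with RUVs factors and 0.0966 by fry) and -0.10 after Sham-WM (8 lower; adjusted p = 0.873 and 0.909). Pck1 had a log2 fold change of -0.21 after VSG (adjusted p = 0.827, edgeR) and -0.55 after Sham-WM (adjusted p = 0.603). Of 10 genes of ureagenesis, edgeR called none after VSG and 2 after Sham-WM, of which Nags was higher (0.42, adjusted p = 0.0341) and Slc38a4 lower (-0.79, adjusted p = 0.0113). Their median was -0.16 after VSG (8 lower; adjusted p = 0.0549 by camera) and 0.20 after Sham-WM (6 higher; adjusted p = 0.43). Adjusted over the list alone, 0 and 1 of the gluconeogenesis genes and 0 and 3 of the ureagenesis genes passed after VSG and Sham-WM. The median of the ureagenesis genes after VSG was -0.02 without library 1F. Between VSG and Sham-WM directly, edgeR called 2 of the 13 gluconeogenesis genes and 3 of the 10 ureagenesis genes, or 2 and 6 adjusted over the list alone. The medians in this comparison were -0.16 (9 lower, 4 higher, adjusted p = 0.145 by camera) and -0.37 (7 lower, 3 higher, adjusted p = 0.0723).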

Changes in expression of hepatic genes related to immunity has previously been observed following VSG in mice.^60^

In conclusion, this study demonstrates that VSG leads to much greater improvement in liver steatosis than equivalent weight loss by calorie restriction; and that this is associated with superior improvements in glucose tolerance and adipokine hormone profile. Additionally, we present biochemical and transcriptomic evidence that changes in glucagon signalling are directionally opposite following weight loss via VSG when compared to calorie restriction alone. Our findings suggest that changes in glucagon sensitivity may contribute to weight‐loss independent improvements in NAFLD following VSG. Further studies are warranted to directly investigate changes in hepatic glucagon signalling following different weight loss treatments, for example using pancreatic clamps,^25^ in both mice and humans.

## AUTHOR CONTRIBUTIONS

Conceptualisation: Emma Rose McGlone, Dave Carling, Stephen Bloom, Maude Le Gall, Tricia Tan. Methodology: Emma Rose McGlone, Matthieu Siebert, Maude Le Gall; Investigation: Emma Rose McGlone, Matthieu Siebert, Marian Dore, David C. D. Hope, Bryn Owen, Rob Goldin, Bernard Khoo, Maude Le Gall, Tricia Tan. Writing – original draft: Emma Rose McGlone. Writing – review and editing: all authors.

## FINANCIAL DISCLOSURE

ERM was supported by a UK Medical Research Council (MRC) Clinical Research Training Fellowship while working on this project. MS was supported by Fondation pour la Recherche Médicale while working on this project. DCDH is supported by a UK Medical Research Council (MRC) Clinical Research Training Fellowship. MLG received support from the Société Francophone du Diabète. DC is funded by the MRC (MC‐A654‐5QB10). BK is funded by the J.P. Moulton Charitable Foundation. TT is funded by the NIHR, the NIHR Imperial BRC and the J.P. Moulton Charitable Foundation. SRB is funded by the NIHR Imperial BRC. The Department of Metabolism, Digestion and Reproduction at Imperial College London, UK, is funded by grants from the MRC, the BBSRC and is supported by the NIHR Imperial BRC. The views expressed are those of the authors and not necessarily those of the abovementioned funders, the UK National Health Service (NHS), the NIHR, or the UK Department of Health.

## CONFLICT OF INTEREST STATEMENT

The authors do not have any disclosures to report.

## Supporting information

Supplementary Figure 1.

## Data Availability

The data that support the findings of this study are openly available in Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE225843.

# Supplementary material for: Sleeve gastrectomy causes weight‐loss independent improvements in hepatic steatosis
**Source:** Liver Int. 2023 May 19;43(9):1890–900. doi: 10.1111/liv.15614
**Supplement:** Supplementary file 1 — Supplementary Figure 1.

**Supplementary Figure 1:** Haematoxylin and Eosin (H&E), and Sirius Red stained liver sections from a mouse in the Sham-Ad lib group (A and B, respectively), from the Sham-WM group (C and D, respectively) and from the VSG group (E and F, respectively) (original magnifications x150). Sham-Ad lib mouse (A) demonstrates large droplet fatty change (starred) and ballooning (arrowed); sections from the other groups show none of these changes. Similarly (B) demonstrates mild pericellular fibrosis (NASH CRN 1a) while the other 2 groups show no fibrosis.

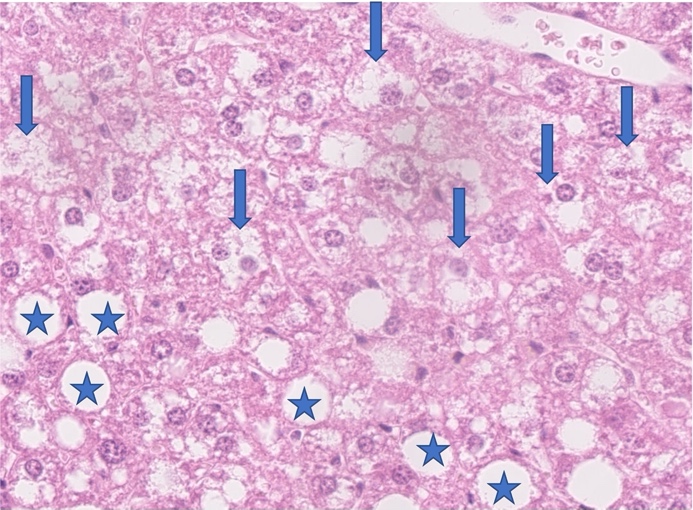

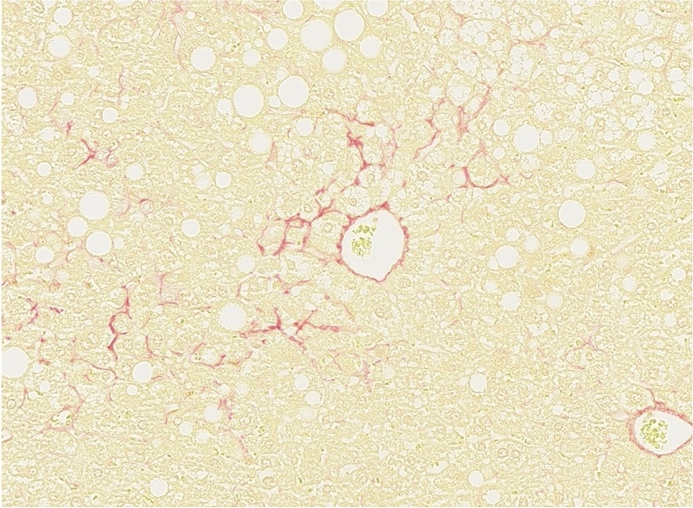

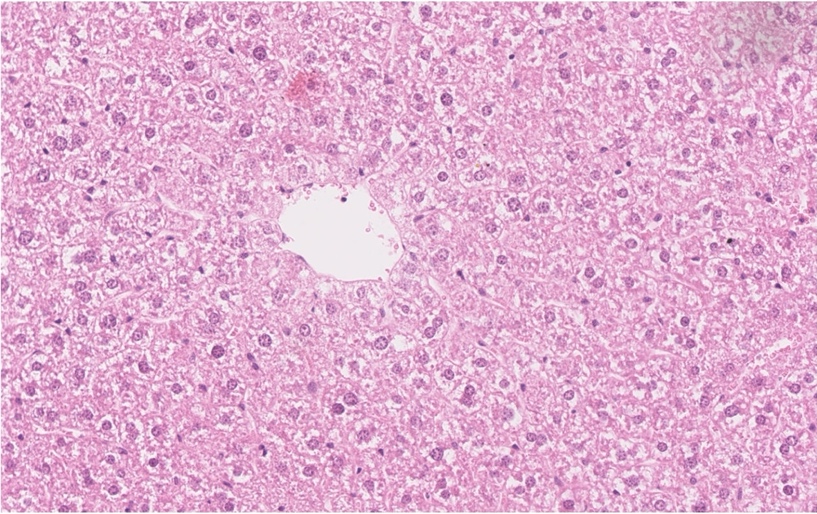

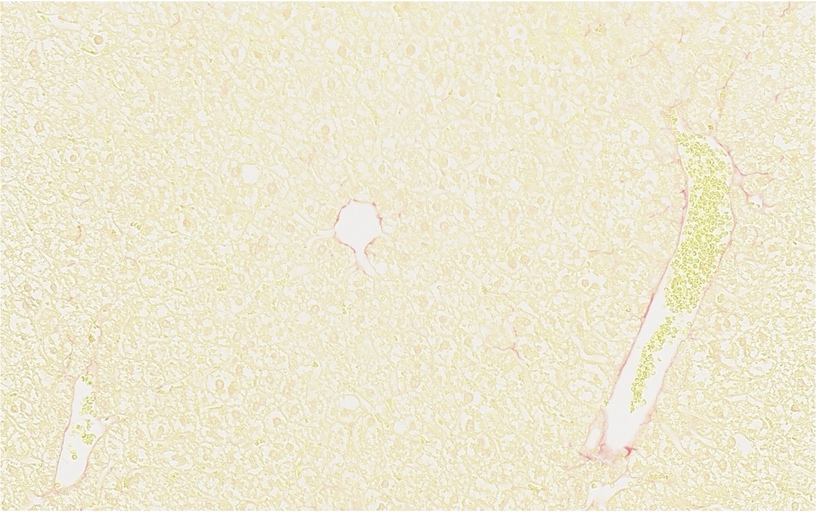

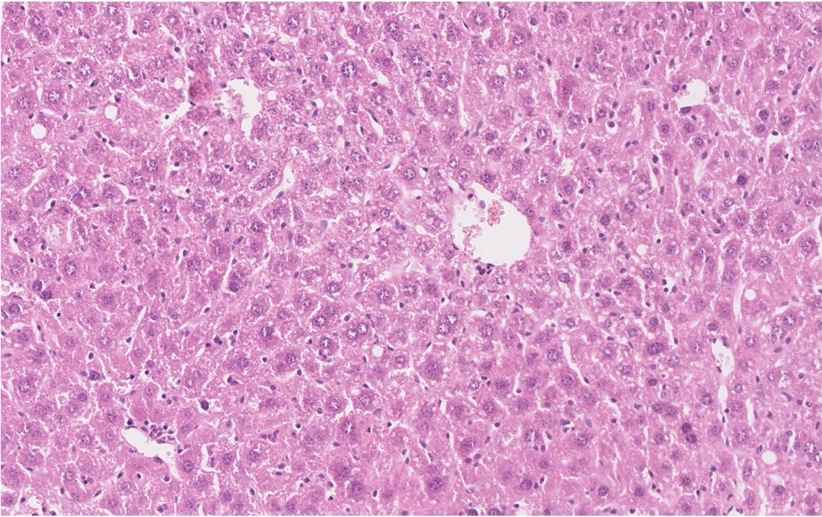

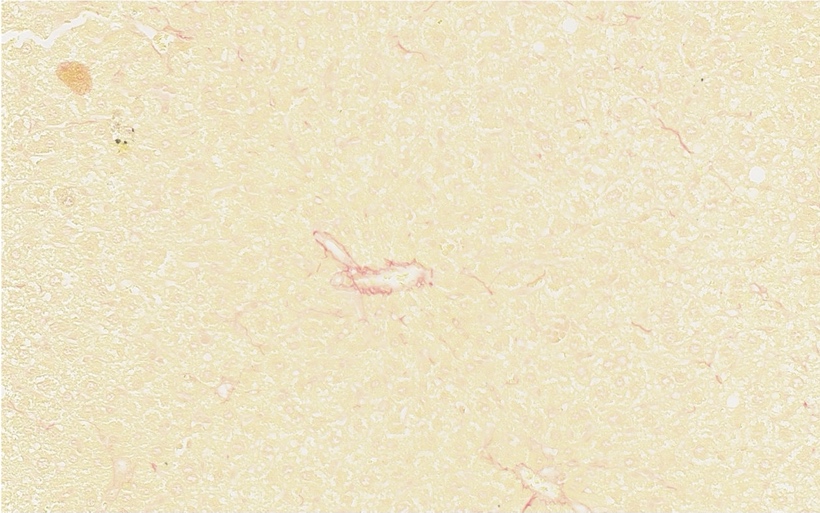

**F**

**E**

**D**

**C**

**B**

**A**

**Supplementary Figure 2:** Fatty acid synthesis genes expressed as fold change to level in Sham-Ad lib mice: A: Fatty acid synthase *(Fasn);* B: Stearoyl-CoA desaturase (*Scd*); C: Elongation of very long chain fatty acids protein 6 (*Elovl6)*; D: ATP citrate lyase *(Acly)*: data is mean **±** SEM; n = 5-7 in each group. Statistical significance was analysed using one-way ANOVA with Tukey’s multiple comparison test, ** p<0.01, *** p<0.001.

How the deposited data were processed for this re-analysis (not part of the article)

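Counts of liver RNA-seq reads on genes were analysed for 12 mice, 4 each of the VSG, Sham-WM and Sham-Ad lib groups. According to the paper, poly(A) RNA was made into directional libraries and sequenced as paired reads on a HiSeq2500. The authors aligned the reads to mm10 with tophat2 and counted them with featureCounts. The table holds 1 row per Ensembl gene and 1 column per library. Its values are whole numbers that were neither normalized nor corrected for batch. All 12 columns were used. Of its 46078 genes, 849 did not match GENCODE M21, which was used for symbols and positions on mm10. The lowest library total was 15122520 counts and the highest 19384076, a ratio of 1.28, and TMM factors lay between 0.879 and 1.04. Reads were counted without molecular identifiers, so floors cover counting error only.

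Libraries were assigned to groups by the animal number that the library's name and the sample's title share. A second field of the labels pairs titles with libraries in another order, and grouping by that field was run as an alternative. The expression of Y-linked genes was seen in every library, and Xist had between 0 and 16 counts. No pair of replicates in a group was a copy of another: the lowest Spearman rho between replicates was 0.963, and the chi-square per gene was never under 16.8.

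The analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In the main analysis, genes were kept by edgeR's filterByExpr, with a minimum count of 10 and a minimum total of 15, which left 13054 genes with at least 99.88% of the counts of each library. Group means were fitted to all 12 libraries with TMM factors and compared with the quasi-likelihood test in 3 contrasts: VSG and Sham-WM each against Sham-Ad lib, and VSG against Sham-WM. P-values were adjusted by the Benjamini-Hochberg method and called at 0.05. CPM values are TMM-normalized means with the SD of 4 libraries. Log2 CPM used a prior count of 2. A gene was called discordant by the paper's rule: an adjusted p under 0.05 in both comparisons with Sham-Ad lib, opposite signs, and a log2 fold change beyond 1 for VSG. A library value of 3 counts or fewer was taken as the floor for bounds on folds.

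Besides genes of Fig. 3C, Acaca, Scd1 and the genes of reported lists, the genes named are the 5 higher and 5 lower genes per contrast with the largest log2 fold change among those past the threshold, with a mean log2 CPM of at least 1 and no overlap between the groups. Of 24 short lists of genes, 22 had at least 3 tested genes and were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation, adjusted over 66 tests. The lists cover fatty acid synthesis as studied in the paper, other lipogenesis, cholesterol synthesis, gluconeogenesis, ureagenesis, fatty acid oxidation, the acute phase, B and plasma cells, Kupffer cells, neutrophils, T and NK cells, stellate cells, red blood cells, adipocytes, pancreas, both arms of the clock, female-biased and male-biased liver genes, lipid droplets, bile acids, proliferation, interferon and a sex check. The lists of hepatocyte secreted proteins and of the liver fasting response were written after the first results were seen.

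The alternatives were DESeq2 and its size factors, upper quartile normalization, no filter on low counts, at least 10 counts in every library, fits of only the 2 groups compared, unadjusted p-values, grouping by the second label field, and leaving out each library in turn. Factors of unwanted variation (k = 2) were estimated by the RUVs, RUVr and RUVg methods, with 5000 control genes for RUVg, and used with edgeR and with DESeq2. RUVSeq itself was not installed, so these methods were written out from their definitions. For the separation of groups, 2000 genes, all genes and variance-stabilized counts were also used. The rule that adds a minimum fold change to DESeq2's calls was chosen after the counts were seen. GC content and transcript length were removed as trends within each library for 13017 genes.

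Splits of the 8 libraries of a comparison into groups of 4 number 35, and all were fitted; for the overlaps, 100 regroupings of the 12 libraries were drawn. The effect of the shared control was examined by simulating all 3 groups, the control included, as unchanged. Keeping the real control libraries with their own mean as the true level would have removed the shared error that the simulation measures, and a first version that did so was discarded. The methods were tested on simulated data with 200 changed genes. EdgeR's test recovered 98.5% of these, with 1.5% of its calls false, and DESeq2 recovered 98.5% with 10.0% false. With a hidden batch spread evenly over the groups, edgeR without factors recovered 67.0%, and RUVs, RUVr and RUVg factors each recovered 96.5%, with 3.50%, 3.02% and 2.53% of the calls false. With the batch spread unevenly, so that it partly followed the groups, the share of false calls was 1.45% without factors, 4.95% with RUVs, 91.9% with RUVr and 45.0% with RUVg. Camera and fry each found both planted lists and none of 150 tests of unchanged lists. The genes of these lists were drawn independently, so this could not show false passes from genes that vary together. The simulation of the shared control drew genes independently as well. The RT-qPCR of selected genes has no file here, and the paper's GSEA and Ingenuity analyses were left out because their gene sets were not at hand. The result for 1 gene is not reported here.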

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

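The tests of red blood cell genes, of single libraries, of stellate cell genes, of the library batch and of the clock's evening arm, its splits and its GC and length trends included, were chosen only after the results were seen. A library was singled out where its distance from the nearest of the other 3 libraries of its group, as a share of the group's range, exceeded the critical value of Dixon's test for 4 values. This was so in 7 of 171 groups of 4, where 8.55 would exceed it by chance, so no pattern is read into these 7. The share was 0.831 for Chrna4 in Sham-WM library 9F, 0.841 for Mt1 in VSG library 18F, 0.877 for Egr1 in Sham-WM library 9F, 0.871 for Arntl in VSG library 11F, 0.874 for the mean of the study's fatty acid synthesis genes in Sham-Ad lib library 10F, 0.896 for the evening arm of the clock in Sham-WM library 2F, and 0.875 for the Dbp arm of the clock in Sham-Ad lib library 4F. Library 10F was lower in fatty acid synthesis genes than the other Sham-Ad lib libraries, at -0.338 against 0.0495 to 0.105. These values are the mean log2 CPM of the list, less its mean over all libraries. Library 10F was still above every VSG library, the highest of which was -0.977. Library 2F, at 1.04 for the evening arm on the same scale, was well above all Sham-Ad lib libraries, whose highest value was -0.676. No biological explanation for single libraries was tested.

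Genes of neutrophils, which the paper does not discuss, were higher after VSG than in Sham-Ad lib: the median log2 fold change of 10 genes was 5.96, all 10 were higher and edgeR called 8 (adjusted p = 3.15e-11 by camera, 0.00303 by fry and 0.26 with an estimated correlation). S100a9 rose from 1.61 ± 2.32 to 129.9 ± 140.1 CPM (SD, n = 4), Ngp from 0.53 ± 0.902 to 89.0 ± 102 and Ltf from 0.369 ± 0.619 to 55.0 ± 61.7, so VSG mice differed widely among themselves. Several tests argue against technical explanations. In the main fit, only 1 of the 35 splits of the libraries, the real one, gave a median as large. The same was so with DESeq2 and with RUVr factors. After trends with GC content and transcript length were removed, the median was 5.71, and with RUVs factors it was 2.97. With RUVs factors, however, a split that mixes both treatments gave a larger median, 3.24. With RUVg factors the real split gave 4.455, and mixed splits gave 5.55 and 4.58. So chance is argued against without RUVs or RUVg factors, and stays open with them. Blood left in the liver would raise red blood cell genes as far as those of neutrophils; their median of 0.19 (-0.52 to 0.66 with 1 library left out), which was looked at first, decides nothing, since 4 were higher and 2 lower, and the highest of the 6, chosen later, was 1.2. Blood richer in neutrophils stays open. The lowest median with 1 library left out was 4.83, without 1F, and the highest 8.17, without 4F. A lower share of hepatocytes, with all other cells raised alike, would raise stellate cell genes as well. Their median was -0.312, or from -0.57 (without 18F) to -0.09 (without 4F) with 1 library left out, apart from the neutrophil range. More immune cells alone would lower the shares of hepatocytes and stellate cells together, which stellate cell genes cannot exclude. A batch that follows the library indices stays open. A candidate explanation is more neutrophil RNA in the liver after VSG; whether that reflects the operation, an infection or another source was not tested. Some of these genes, such as S100a8 and S100a9, are also expressed by macrophages. After Sham-WM the list did not pass (median -1.51, or -1.07 with the 5 genes at the floor set to their bounds; adjusted p = 0.413 by camera), and the median was 0.28 without library 4F.

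T and NK cell genes had a median log2 fold change of 1.03 after VSG, with all 5 tested genes higher and none called by edgeR (adjusted p = 0.0141 by camera and 0.0328 by fry). All 5 are low, at no more than 3.37 ± 1.53 CPM in VSG (Ccl5). Without library 1F, the median was 0.70 and the camera adjusted p 0.0584, so this result depends on that library; with RUVs factors the median was 0.45 and the adjusted p 0.223. As for neutrophils, the stellate cell median of -0.312, at most -0.09 with 1 library left out, argues against an even rise of all cells other than hepatocytes. It cannot exclude a share of hepatocytes lowered by immune cells alone. A batch that follows the groups stays open.

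Clock genes shifted after Sham-WM. Evening arm and Dbp arm are only list names here, and no time of peak expression is read from them. The median log2 fold change was 2.12 for 4 genes of the evening arm, all higher and all called by edgeR, and -1.05 for 10 genes of the Dbp arm, 9 of them lower and 6 called (adjusted p = 8.93e-07 and 2.28e-08 by camera, 1.63e-05 and 4.84e-05 by fry). Arntl rose from 0.953 ± 0.466 to 24.6 ± 8.82 CPM and was 0.907 ± 0.308 in VSG; Dbp fell from 145 ± 24.0 to 14.1 ± 6.50 CPM and was 128 ± 23.0 in VSG (SD, n = 4). After VSG the median was -0.05 for the evening arm (adjusted p = 0.675 by camera) and -0.26 for the Dbp arm, where all 10 genes were lower (adjusted p = 0.0274 by camera, up to 0.0893 with 1 library left out, and 0.104 by fry). After Sham-WM, 1 of 35 splits, the real one, gave as large a median for the evening arm and 1 of 35 for the Dbp arm, and after removal of GC and length trends the medians were 2.16 and -1.07, so chance and these trends are argued against for both arms. The time of day of the cull cannot be told apart from the treatment, since the labels and the paper give no time per group; the value of 2.12 in the evening arm is what a difference in time would need, and a shift of the clock by restricted feeding would give it too. A library batch cannot be told apart either: 0 pairs of groups have overlapping library indices. Calorie restriction stays open as a biological explanation, untested.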

How the results depend on the processing

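The combinations of DESeq2 with a minimum fold change, and Orm2 beside Orm1, were chosen after seeing the data. Counts are given for VSG against Sham-Ad lib, Sham-WM against Sham-Ad lib and VSG against Sham-WM, and then for genes changed in both comparisons with Sham-Ad lib in the same direction, in the opposite direction, and discordant by the paper's rule. With the main settings, 98, 912 and 3509 genes changed, with 5, 8 and 7 in both comparisons. No paired analysis was possible because the groups share no replicate numbers.

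The separation of VSG and Sham-WM kept its permutation p of 0.0286 under every alternative run, with an excess distance from 22.4 to 34.6 and from 26.3 to 37.9 with 1 library left out. The study's fatty acid synthesis genes had medians of -1.05, 1.06 and -2.53 with RUVs factors; medians with 1 library left out ranged from -1.29 to -1.08 after VSG, 0.96 to 1.26 after Sham-WM and -3.00 to -2.62 between the treatments. With the correlation estimated from the data, the 3 medians of -1.18, 1.1 and -2.81 had adjusted p-values of 0.145, 0.145 and 0.143 and no longer passed, and 0 of the 66 list tests passed (10 at an unadjusted p). With 1 library left out, from 37 to 42 list tests passed.

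DESeq2 in place of edgeR gave larger counts: 1229, 1435 and 4094 genes changed, with 72, 52 and 17 in both comparisons. All 98 genes of edgeR after VSG were among its calls. DESeq2's size factors in edgeR gave 10 genes in both in the same direction and upper quartile normalization changed no count by more than the 1.5 times allowed for. Without a filter on low counts, 628, 789 and 3294 genes changed, with 29, 16 and 11 in both comparisons. With at least 10 counts in every library, 0, 922 and 3128 genes changed, with 0, 0 and 0 in both comparisons; 2755 genes after VSG, and 331, 258 and 35 in both comparisons, had an unadjusted p under 0.05. This filter tests fewer genes. Fits of only the 2 groups compared, which use fewer libraries for the dispersion, gave the following: 0, 1399 and 2670 genes changed, with 0, 0 and 0 in both comparisons; 2523 genes after VSG, and 346, 271 and 44 in both comparisons, had an unadjusted p under 0.05. At an unadjusted p in the main fit, 3149, 2814 and 5268 genes changed, with 349, 281 and 52 in both comparisons.

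Removal of unwanted variation moved the counts in both directions. RUVs factors gave the following: 8, 1724 and 524 genes changed, with 1, 1 and 1 in both comparisons. RUVr factors gave the highest counts with edgeR: 3016, 2193 and 5491 genes changed, with 257, 306 and 60 in both comparisons. Under RUVg factors, 254, 1933 and 2921 genes changed, with 20, 21 and 11 in both comparisons. With DESeq2, RUVs factors gave other counts: 56, 1993 and 843 genes changed, with 10, 13 and 7 in both comparisons. For DESeq2 and RUVr factors, 3186, 2355 and 5552 genes changed, with 291, 354 and 66 in both comparisons. For DESeq2 and RUVg factors, 810, 2130 and 3081 genes changed, with 81, 72 and 17 in both comparisons. With RUVs factors 26 list tests passed by camera, against 39. Those that no longer passed after VSG were acute phase (median 0.000748, against 1.15), T and NK cell (0.45), proliferation (0.24), interferon (0.19), fatty acid oxidation (-0.07), gluconeogenesis (-0.05) and Dbp arm genes (-0.13); after Sham-WM, B and plasma cell (-0.12) and red blood cell genes (-0.90); and between the treatments, stellate cell (-0.18) and female-biased genes (-0.51), and 2 lists whose medians changed sign, fatty acid oxidation to 0.0343 and proliferation to -0.144. Neutrophil, macrophage and B and plasma cell genes still passed after VSG, with smaller medians of 2.97, 0.74 and 0.70. Requiring also an absolute log2 fold change above 1, DESeq2 called 585 genes after VSG and 21 in both in the same direction; with RUVs factors it called 38 genes after VSG, with RUVr factors 804 and 32, and with RUVg factors 339 and 19. The cause was not tested for any of these changes beyond the number of genes or libraries used.

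Grouping the libraries by the second label field gave 0 genes in all 3 comparisons and 0 in both comparisons in either direction or by the paper's rule. At an unadjusted p under 0.05, 465, 715 and 158 genes changed in the 3 comparisons, 206 in the same direction in both, and 0 in the opposite direction or discordant. The rho of the fold changes became 0.696, and 19 of the 34 ratios of Fig. 3C had the figure's direction, against 34 in the main reading; without the gene matched on its values, 18 of 32 against 32. Under this grouping log2 fold changes of named genes changed sign. After Sham-WM these were Chrna4 -0.67, Me1 -0.21, D130043K22Rik -0.17, Fasn -0.54, Acly -0.73, Elovl6 -1.32, Map3k13 -0.11, Utp14b -0.0545, Lbp 0.79, Il1rn 0.88, Pou2f2 0.50, Ighg2b 1.46, Acaca -0.44, Scd1 -0.26, Orm2 0.25, Egr1 2.04, Nr1d1 1.37, Dbp 0.39, Cyp26a1 -3.54, Arntl -0.83, Cry1 -1.09, Tubb2a -0.37. After VSG they were Zfas1 -0.0316, Orm1 -0.29, Fads2 0.36, and between the treatments Cyp26b1 0.76.

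With 1 library left out, from 0 to 1089 genes changed after VSG: 1 without 3F, 903 without 4F, 0 without 6F, 1 without 10F, 0 without 2F, 0 without 9F, 3 without 15F, 1 without 16F, 0 without 1F, 227 without 8F, 69 without 11F and 1089 without 18F. Without 6F, 2F, 9F and 1F, 2230, 3060, 3060 and 2126 genes had an unadjusted p under 0.05. From 424 genes, without 16F, to 1311, without 11F, changed after Sham-WM, and from 2196, without 16F, to 3868, without 18F, between the treatments. In both comparisons, from 0 to 41 genes changed in the same direction (41 without 4F), from 0 to 29 in the opposite direction (29 without 18F), and from 0 to 13 were discordant (13 without 18F); without 3F, where all 3 were 0, 221, 199 and 51 were so at an unadjusted p. The rho of the fold changes ranged from -0.0723 to 0.164. Its jackknife standard error, 0.189, is computed from these same fits, so it is no separate test of this range. Among single genes, leaving out a library took 167 log2 fold changes out of the calls and brought 24 in; among list tests these numbers were 24 and 25. DESeq2 brought 17 named gene results into the calls and took out none.

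Depth limits genes of low expression: with 5 of 10 neutrophil genes at or under 3 counts in every Sham-WM library, their fold changes there are bounds only. With between 15122520 and 19384076 counts per library, the counts of the fatty acid synthesis genes are not limited in this way.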

Differences from the paper's values

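The paper reports 459 genes affected by VSG, and edgeR's test found 98. Of the alternatives set before the data were examined, the fit without a filter on low counts, with 628 genes, and the removal of GC content and transcript length trends, with 351 genes, came within 1.5 times of 459; the other alternatives, which gave from 0 to 3186 genes, did not. DESeq2 with an absolute log2 fold change above 1 gave 585 genes, and 339 with RUVg factors; both were chosen after seeing the values.

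Of these genes, 47 changed in the same direction after Sham-WM in the paper, and 5 here. Without library 4F the number was 41, and without 18F it was 35; none of the other alternatives set before the data were examined came within 1.5 times. DESeq2 with RUVr factors and an absolute log2 fold change above 1, chosen after seeing the values, gave 32. The paper's share is 10% and the share here 5.10%. The shares with DESeq2's size factors, upper quartile normalization, RUVs, RUVr and RUVg factors, DESeq2 with RUVr or RUVg factors, unadjusted p-values, and without library 8F came within 1.5 times of the paper's, and those of the other alternatives did not.

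The paper reports 17 discordant genes, where 7 were found here. DESeq2 and DESeq2 with RUVg factors each gave 17, and edgeR without library 18F gave 13; the other alternatives set before the data were examined did not come within 1.5 times. The number of genes changed after Sham-WM alone is about 2000 in Fig. 3B, read by eye, and 899 here. It came within 1.5 times of this with fits of only the 2 groups compared, with RUVs, RUVr or RUVg factors in edgeR or DESeq2, and at an unadjusted p, and not with the other alternatives.

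The log2 fold change of Orm1 is about 3.4 after VSG and about -3.1 after Sham-WM in Fig. 3C, read by eye, and 1.82 and -0.91 here. After VSG, leaving out library 10F gave 2.31, nearer to the paper's value than the SD between libraries, and none of the other alternatives set before the data were examined came as near; none did after Sham-WM. Orm2, chosen after seeing the values, had 3.47 and -3.14 in edgeR.

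For Acaca, the paper's adjusted p-values are 0.003 after VSG and 0.002 after Sham-WM, and edgeR gave 0.0573 and 0.0268. With DESeq2 they were 0.00351 and 0.00278, within 1.5 times of the paper's; the other alternatives set before the data were examined did not come as close, and after VSG ranged from 6.34e-09 to 0.421 among those with all libraries in the main grouping. For Scd, the paper's adjusted p-values are 0.003 after VSG and 0.056 after Sham-WM, and edgeR gave 0.0872 and 0.143. After VSG only RUVr factors came within 1.5 times of the paper's, with 0.00422. After Sham-WM, DESeq2 (0.0551), fits of only the 2 groups compared and RUVs factors (0.0494) did so, and the other alternatives did not.

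The paper shows the genes of Fig. 3C as changed after both treatments, and describes Me1, Fasn, Elovl6 and Scd as lower after VSG. Their directions were the same here, 1 gene having been matched on its values, but edgeR's test called 7 of the 17 in both comparisons. DESeq2, and DESeq2 with RUVr factors, called 16 of the 17 in both, all but Orm1. RUVr factors and DESeq2 with RUVg factors called 15, no filter on low counts 11, RUVg factors 9, and edgeR without library 18F 9. DESeq2's size factors, and fits without 4F and without 8F, called 8 each. DESeq2 with RUVs factors called 7, upper quartile normalization 6 and RUVs factors 1. At least 10 counts in every library, fits of only the 2 groups compared and grouping by the second label field gave 0. Fits without 3F, 6F, 10F, 2F, 9F or 1F also called 0, and those without 11F, 15F and 16F called 4, 2 and 1.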

Other observations

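The tests of hepatocyte secreted proteins, of the liver fasting response, of stellate cell genes and of the exchange of 2 libraries, and the counts of splits for lists other than the study's fatty acid synthesis genes, were chosen only after the results were seen.

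As many genes changed between other groupings of the VSG and Sham-Ad lib libraries as between the real ones in 3 of the 35 splits, the real one included, so the count of 98 alone does not set the 2 groups apart from chance. The split that exchanges libraries 4F and 18F gave 592 genes and the next 166. For Sham-WM against Sham-Ad lib, 1 of 35 splits, the real one, gave 912 genes, and the highest other split gave 1. For VSG against Sham-WM, 1 of 35 splits gave 3509 genes and no other split gave any. Among 100 regroupings of the 12 libraries, 1, the real one, gave as many genes changed in both comparisons in the same direction, 1 in the opposite direction and 1 discordant by the paper's rule. With DESeq2, 1 of 35 splits gave as many as 1229 genes after VSG, though another split gave 1197. With RUVs factors, 4 of 35 splits gave at least 8 genes, the highest other split 1236. With RUVr factors, 1 of 35 gave as many as 3016 genes; the highest other split gave 2992. With RUVg factors, 3 of 35 gave at least 254 genes, the highest other 1341. So large numbers of genes under these settings also come from groupings that mix both treatments. The median of the study's fatty acid synthesis genes was as large in 1 of 35 splits after VSG and 1 of 35 after Sham-WM, the real one, but the study chose these genes under the real grouping, so these counts decide nothing. For the 17 other lipogenic genes, 1 of 35 splits, the real one, gave as large a median after VSG, and 4 of 35 did after Sham-WM, so chance is argued against for the first and not for the second.

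A mislabelled pair of libraries was examined as an explanation of the 592 genes with 4F and 18F exchanged. After the exchange, the median log2 fold change of the study's fatty acid synthesis genes shrank to -0.621 from -1.18, but these genes were chosen under the real grouping. The median of the other lipogenic genes also shrank, to -0.37 from -0.72, and that of cholesterol synthesis genes to -0.63 from -1.12, while that of acute phase genes rose to 1.54 from 1.15, and those of neutrophil (5.44 against 5.96), macrophage (1.61 against 1.63) and B and plasma cell genes (1.52 against 1.61) hardly moved. A mislabelled sample cannot be told apart on these values, which go both ways. Library 4F lay nearest to the VSG libraries among Sham-Ad lib on the first principal component, at 13.8, and 18F nearest to Sham-Ad lib among VSG, at 10.1.

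For fatty acid synthesis, the medians after removal of GC and transcript length trends were -1.1 after VSG and 1.03 after Sham-WM, so these trends are not the whole cause. More RNA from other cells would also lower the abundant hepatocyte transcripts. The median of 12 hepatocyte secreted proteins, Alb among them (84800.0 ± 7213 CPM in Sham-Ad lib and 64000.0 ± 18220.0 in VSG), was 0.0688 after VSG, with 7 higher and 5 lower, and this value, looked at first, decides nothing. The lowest of the 12, chosen later, was -0.485, far from the study list's -1.18, which argues against dilution as the whole cause and leaves a smaller dilution open. After Sham-WM the median was -0.06 and between the treatments 0.11. The rise after Sham-WM might be tied to feeding state. In a list of 12 genes that fasting raises, the median after Sham-WM was -0.228, with 4 higher and 8 lower, and genes that go both ways leave this undecided: it cannot be told apart. After VSG that median was -0.65, with all 12 lower (adjusted p = 8e-05 by camera and 0.0143 by fry within the 2 added lists).

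Cholesterol synthesis genes, which the paper does not discuss, had a median of -1.12 after VSG, with all 23 lower (4 called by edgeR; adjusted p = 2.94e-11 by camera and 0.0231 by fry), and -0.10 after Sham-WM (adjusted p = 0.963). The median after VSG was -1.17 after removal of GC and length trends, and from -1.41 (without 6F) to -0.81 (without 3F) with 1 library left out. Whether the 2 effects differ was tested between VSG and Sham-WM directly, with a median of -1.09 (adjusted p = 4.15e-07 by camera). Against Sham-Ad lib, as large a median after VSG came from 2 of 35 splits, the real one included, so chance stays open there. Between VSG and Sham-WM the real split gave the largest median, and the next largest was -0.905. A batch that follows the groups stays open in both comparisons.

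Immune and acute phase genes were higher after VSG in several lists. In the main fit, as large a median came from 3 of 35 splits for acute phase genes, the real one included. It came from 1 of 35, the real one, for B and plasma cells and 1 of 35 for macrophages. For macrophages a mixed split gave 1.613 against 1.626. So chance is argued against for the last 2 only, and not under RUVs or RUVg factors. With RUVs factors the medians were 0.000748 for acute phase genes, 0.70 for B and plasma cells and 0.74 for macrophages, and the first no longer passed. Mixed splits then gave 0.71 and 0.89 for B and plasma cells and 1.015 for macrophages. With RUVg factors the real split gave 1.009 and 1.273, and mixed splits reached 1.547 and 1.553. With DESeq2 and with RUVr factors the real split stayed highest for both lists. B and plasma cell genes had a median of 1.61 after VSG, with all 14 higher (adjusted p = 6.29e-08 by camera and 0.0106 by fry); 2 of them, Ighg2b and Pou2f2, are in Fig. 3C. Kupffer cell and macrophage genes had a median of 1.63, with all 12 higher (adjusted p = 3.07e-10 and 0.0104), Clec4f rising from 61.1 ± 22.9 to 166 ± 52.1 CPM. A lower share of hepatocytes, with all other cells raised alike, would raise the genes of stellate cells too. Their median was -0.312 (9 of 10 lower, adjusted p = 0.0125 by camera and 0.216 by fry). It lay between -0.57 and -0.09 with 1 library left out, with an adjusted p of up to 0.158, so that a fall of these genes depends on single libraries. The lowest medians were then 1.32 for B and plasma cells and 1.25 for macrophages. This distance argues against an even rise of all other cells. More immune cells alone would lower the shares of hepatocytes and stellate cells together, so that case stays open. After Sham-WM, the median was -0.44 for B and plasma cells (11 of 14 lower; adjusted p = 0.0401 by camera and 0.34 by fry; -0.10 without 4F) and -0.44 for macrophages (adjusted p = 0.17; 0.12 without 4F). T and NK cell genes had -0.57 (adjusted p = 0.0504), stellate cell genes -0.03 (adjusted p = 0.635) and red blood cell genes -0.93 (adjusted p = 0.0292 by camera and 0.17 by fry; -0.53 without 6F, with an adjusted p of 0.105). Red blood cell genes were at 0.19 after VSG (adjusted p = 0.607).

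The remaining lists are given as medians after VSG and after Sham-WM, with camera's adjusted p. Fatty acid oxidation had -0.35 (1.57e-06) and -0.02 (0.675), lipid droplet genes -0.79 (7.19e-05) and -0.45 (0.0065), and bile acid genes -0.21 (0.151) and -0.23 (0.893). Proliferation genes had 1.32 (0.00318) and -0.04 (0.873), and interferon genes 0.38 (0.00829) and -0.44 (0.0141). Female-biased liver genes had -2.03 (0.0569) and 0.35 (0.166), male-biased genes -0.14 (0.17) and -0.39 (0.171), and the Y-linked genes of the sex check -0.24 (0.0655) and 0.01 (0.987). Many of these medians depend on single libraries. Those after VSG, with 1 library left out, ran from -0.50 to -0.26 for fatty acid oxidation, -1.01 to -0.69 for lipid droplet, -0.36 to -0.11 for bile acid, 0.90 to 1.77 for proliferation, 0.20 to 0.42 for interferon, -2.28 to -0.61 for female-biased, -0.64 to -0.08 for male-biased and -0.33 to -0.15 for Y-linked genes. After Sham-WM they ran from -0.61 to -0.27 for lipid droplet (adjusted p up to 0.058), -0.57 to -0.35 for interferon (up to 0.0798), -0.39 to -0.07 for bile acid and -0.73 to -0.18 for male-biased genes, and changed sign for female-biased genes (-0.19 without 16F, 1.88 without 6F), fatty acid oxidation, proliferation and Y-linked genes. By fry, fatty acid oxidation (0.0328), lipid droplet (0.0371), proliferation and interferon genes (0.0472 each) also passed after VSG; so did the sex check (0.0472, all 4 lower), a control that should not change, which also passed between VSG and Sham-WM (0.0472), so passes at this level carry little weight. By the same test, lipid droplet (0.102) and interferon genes (0.0781) did not after Sham-WM. The list of adipocytes had 2 tested genes and that of the pancreas 1, too few for a test. Cfd of the first fell from 7.78 ± 2.13 CPM in Sham-Ad lib to 0.347 ± 0.298 in Sham-WM and 1.08 ± 0.749 in VSG, and Cela1 of the second was 19.9 ± 5.94, 19.4 ± 2.77 and 20.0 ± 11.9 CPM.

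The genes in this paragraph are those with the largest changes among genes past the threshold, with a mean log2 CPM of at least 1 and no overlap between the groups; genes outside these limits, such as Cfd (-2.87) and Ltf (7.16) after VSG, can have larger ones. Mt2 fell from 167 ± 136 to 2.15 ± 1.43 CPM after Sham-WM and Mt1 from 241 ± 205 to 5.90 ± 2.92, with log2 fold changes of -6.27 and -5.35 (adjusted p = 0.000453 for both, edgeR). The others lower after Sham-WM were Egr1, Nr1d1 and Dbp; those higher were Cyp26a1, Arntl, Cry1, Chrna4 and Tubb2a. The log2 fold changes of these 10 genes ran from -6.27 to 4.73. After VSG, Chrna4, Slc17a8, Acacb, Olig1 and Fads2 were lowest, and S100a9, S100a8, Cd14, Orm3 and Igkc highest, from -2.12 to 6.31. Between VSG and Sham-WM, Chrna4, Arntl, Cyp2b9, Tubb2a and Cyp26b1 were lowest and Saa2, Mt2, S100a9, S100a8 and Prtn3 highest. Egr1 after Sham-WM was past the threshold in 10 of the 12 fits with 1 library left out, and S100a9 after VSG in 4 of 12.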
